# Selective transcriptomic dysregulation of metabolic pathways in liver and retina by short- and long-term dietary hyperglycemia

**DOI:** 10.1016/j.isci.2024.108979

**Published:** 2024-01-19

**Authors:** Anupam K. Mondal, Daniel C. Brock, Sheldon Rowan, Zhi-Hong Yang, Krishna Vamsi Rojulpote, Kelsey M. Smith, Sarah G. Francisco, Eloy Bejarano, Milton A. English, Amy Deik, Sarah Jeanfavre, Clary B. Clish, Alan T. Remaley, Allen Taylor, Anand Swaroop

**Keywords:** Physiology, Metabolomics, Transcriptomics

## Abstract

A high glycemic index (HGI) diet induces hyperglycemia, a risk factor for diseases affecting multiple organ systems. Here, we evaluated tissue-specific adaptations in the liver and retina after feeding HGI diet to mice for 1 or 12 month. In the liver, genes associated with inflammation and fatty acid metabolism were altered within 1 month of HGI diet, whereas 12-month HGI diet-fed group showed dysregulated expression of cytochrome P450 genes and overexpression of lipogenic factors including *Srebf1* and *Elovl5*. In contrast, retinal transcriptome exhibited HGI-related notable alterations in energy metabolism genes only after 12 months. Liver fatty acid profiles in HGI group revealed higher levels of monounsaturated and lower levels of saturated and polyunsaturated fatty acids. Additionally, HGI diet increased blood low-density lipoprotein, and diet-aging interactions affected expression of mitochondrial oxidative phosphorylation genes in the liver and disease-associated genes in retina. Thus, our findings provide new insights into retinal and hepatic adaptive mechanisms to dietary hyperglycemia.

## Highlights

• High glycemic index diet has distinct impact on metabolic genes in the liver and retina
• HGI diet raises hepatic levels of monounsaturated fatty acids and blood cholesterol
• Blood levels of LDL-cholesterol significantly increase after long-term HGI diet
• Diet-aging interaction distinctly alters gene expression in the liver and retina

## Introduction

Diet, along with other lifestyle choices, is a major contributing factor to debilitating diseases that affect millions of humans globally.^1^ Numerous studies have uncovered associations between dietary carbohydrate intake with lifespan and mortality.^2^^,^^3^ Dietary glycemic exposure impacts blood-glucose levels, which when unchecked is a major etiologic factor for obesity and diabetes.^4^ High blood-glucose levels, also known as hyperglycemia, result from consumption of high glycemic index (HGI) carbohydrates, which are rapidly broken down into glucose postprandially and associated with rapid spikes and prolonged elevation of blood-glucose levels. Chronic hyperglycemia can lead to higher HbA1c, a measure that integrates glucose exposure over a few months. It also leads to insulin resistance and irregular metabolic control across multiple organ systems, resulting in increased risk for type 2 diabetes, cardiovascular disease, and obesity.^5^^,^^6^ These consequences are compounded by aging, leaving the elderly population particularly vulnerable.^7^ The role of dietary hyperglycemia in healthy aging and the prospect of diet modulation for preventing age-related metabolic dysfunctions are areas of active investigation.^6^^,^^8^ In comparison to HGI, a low glycemic index (LGI) diet improves regulation of blood glucose and is suggested for limiting or reversing certain disease risks.^4^^,^^9^ To encourage wider adoption of healthy dietary choices, it is crucial to characterize the glycemic index (GI) of food items and their molecular impact on human health and aging.^10^

The primary effect of an HGI diet is elevated levels of glucose interfering with normal insulin-regulated metabolism over time. Excess glucose poses unique challenges in different tissues. The liver is the foremost organ exposed to postprandial nutrients and is tasked with regulating glucose homeostasis.^11^ The liver stores extra glucose as glycogen but excessive supply, such as that from HGI diet, can result in conversion to fatty acids via *de novo* lipogenesis leading to liver steatosis and other liver pathologies.^12^ On the other hand, the brain and central nervous systems rely on glucose for energy needs; yet HGI diet is correlated with higher cerebral amyloid burden, age-related macular degeneration (AMD), and depression in humans.^6^^,^^9^^,^^13^^,^^14^^,^^15^^,^^16^ Interestingly, dietary GI responses can vary among individuals,^17^^,^^18^ indicating that additional complexities such as genetic variations, microbiome, environmental factors, and aging might exert tissue-specific adaptive responses to dietary GI.

Given their different functions, location, environment and exposure, we hypothesize that tissues adapt differently to dietary glycemic exposure and that the response is dependent upon age and duration of diet consumption.^19^ To test this hypothesis, we chose to study two distinct metabolically demanding organs—the liver and the retina. Both the liver and the retina have documented hyperglycemia and aging related pathologies. Interesting differences between the two tissues include their potential to proliferate and their distinct metabolic profiles. The liver is remarkable for its ability to regrow following injury, whereas the retina is a post-mitotic neuronal tissue incapable of cellular regeneration.^20^ Liver metabolism is flexible, with hepatocytes utilizing diverse sources of fatty acids and glucose as fuel, dependent on hormones and nutrient availability.^21^ In contrast, the neural retina relies primarily on glucose metabolism and to a much lesser extent beta-oxidation to support phototransduction and neurotransmission.^22^^,^^23^^,^^24^ The metabolic interactions between the liver and retina are complex, spanning multiple pathways involving metabolism, mitochondria, oxidative stress, and inflammation.

Recent technological advances have enabled dissection of complex biological systems at unprecedented resolution, with model organisms being useful for delineating at least some of the molecular effects of dietary glycemic exposure.^19^^,^^25^^,^^26^^,^^27^^,^^28^^,^^29^^,^^30^ High-throughput “omics” studies have revealed the impact of HGI diet on retinal structure and function.^19^^,^^31^ Interestingly, changing from HGI to LGI diet later in life was shown to arrest or even partially reverse some of the changes. Omics studies have also been useful for elucidating adaptive responses and aging-related alterations in various tissues.^32^ Integration of “omics” data from multiple tissues will help delineate the complex biological processes underlying tissue-specific response to individual dietary variables such as dietary glycemic exposure. To test our hypothesis, we fed male C57BL/6J mice isocaloric HGI and LGI diets for one-month (1-mon) and 12-mon duration and performed global transcriptome analyses of the liver and retina. Our analyses have uncovered alterations in hepatic inflammation and lipid metabolic processes after 1-mon of HGI diet. HGI further exacerbates the dysregulated fatty acid metabolism pathways in the liver after 12-mon consumption. Notably, retinal response to HGI and LGI is not prominent after one month, but significant shifts in oxidative phosphorylation and inflammation pathways are evident after 12-mon feeding. Our study therefore provides mechanistic insights into the response patterns to dietary GI in the liver and retina.

## Results

### Study design

We hypothesized that dietary response and aging intersect to yield unique tissue-specific adaptations. To test our hypothesis, we set up a two-pronged feeding schedule and selected two key tissues—the liver and the retina (Figure 1). To isolate the effects of dietary GI, we designed isocaloric HGI and LGI diets that only varied in starch composition. The HGI diet contained 100% amylopectin, whereas the LGI diet contained a combination of 30% amylopectin and 70% amylose (Figures 1A and Table S1). Amylopectin is rapidly digested, whereas the breakdown of amylose is slower. Both diets provide the same, adequate amounts of micronutrients and are isocaloric. Short-term feeding (one-month, 1-mon) of HGI or LGI diet was investigated in six-month-old mice (Figure 1B). For long-term adaptations, twelve-month-old mice were fed HGI or LGI for twelve months. Our study design allowed us to identify duration-dependent tissue-specific GI responsive pathways and inspect aging-related shifts within each glycemic treatment (Figure 1C).

**Figure 1:**
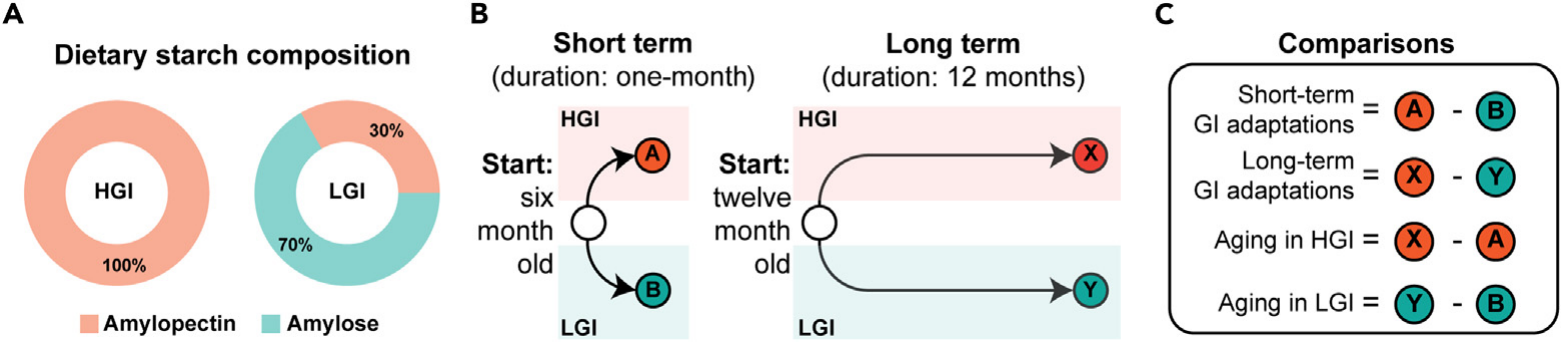
Study design to investigate molecular adaptations to dietary glycemic exposure and aging (A) Male C57BL/6J mice were fed either an HGI diet containing starch composing 100% amylopectin or an LGI diet with starch that had 70% amylose and 30% amylopectin. (B) Short-term treatments were performed in six-month-old mice for a period of 1 month. Long-term treatments were performed in twelve-month-old mice and lasted for a total of 12 months. (C) Comparisons performed to test our hypothesis.

### One-month HGI feeding impacts gene expression for core liver metabolic pathways and inflammation

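Liver RNA from male C57BL/6J mice fed the HGI or the LGI diet was sequenced. Mice fed for 1 month were 7 months old at collection, and mice fed for 12 months were 24 months old. The sample labels give 4 LGI and 3 HGI livers at each length of feeding, 14 in all, whereas the paper's methods state 4 animals per age and diet. The authors deposited estimated counts per gene on their Ensembl v104 annotation, without normalization. Totals ranged from 11.3 to 44.9 M counts per liver. Their medians were 37.8 M in LGI 1-month, 19.1 M in HGI 1-month, 20.2 M in LGI 12-month and 22.8 M in HGI 12-month livers. The counts were rounded and fitted with TMM factors in a single limma-voom model of the 4 groups. The fit covered 11537 genes that averaged over 1 CPM in at least 1 group and that the authors' normalized table also holds. A further 231 genes over 1 CPM are absent from that table and were not tested. Genes are given with the Ensembl identifiers of the files. No coordinates are given, because the annotation at hand is of another release than the authors'.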

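In PCA of these genes, the first component carried 22.5% and the second 20.3% of the variance. On the first component, 1-month livers lay between -44 and 3.11 and 12-month livers between -10.8 and 55. The 4 groups accounted for 35.1% of the squared distances between livers, against a mean of 23.1% when the labels were shuffled (permutation p of 0.0013). Length of feeding within diet accounted for 22.8% (permutation p of 0.0066) and diet within length of feeding for 18.1% (permutation p of 0.063). Without the limit on low expression, which moved this result most, the groups accounted for 26.9% (permutation p of 0.05).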

The RNA sequencing (RNA-seq) experiment captured expression of 11,742 genes in the liver samples, which clustered according to diet and length of feeding in principal-component analysis (PCA) (Figure 2A). 

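After 1 month, 619 liver genes (5.37%) had an unadjusted p below 0.05 between HGI and LGI, where 577 would by chance. The smallest Benjamini-Hochberg adjusted p from limma was 0.669, so that 0 genes passed 0.05. DESeq2 gave 4 genes at an adjusted p below 0.05, and 13 unchanged genes in simulated counts with 200 changed genes. In 873 genes (7.57%), HGI and LGI livers did not overlap, which chance alone gives in 5.71% of genes.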

Differential expression analysis, as indicated in Figure 1C, revealed significant transcriptomic alterations in livers of HGI- versus LGI-fed animals after one month (Figures 2B and 2C). A total of 186 genes qualified as differentially expressed genes (DEGs) using a p value <0.05 and absolute fold change ≥1.5. 

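At these limits, 346 genes passed in the deposited counts, 229 higher and 117 lower in HGI livers, and the diets did not overlap in 175 of them. Removing the limit on low expression moved the count most, to 895 genes. Fits that each left out 1 liver gave between 213 (without LGI 1-month replicate 34) and 464 genes (without LGI 1-month replicate 35). Counts simulated at these sample sizes for independent genes, none of them changed, gave 326 genes past the same limits. Among 35 splits of the same livers, the real one included, 8 gave at least 346.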

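Apoa4 (ENSMUSG00000032080) was at 201 ± 64.6 CPM (SD, n = 3) in HGI 1-month livers and 41.2 ± 17.6 CPM (SD, n = 4) in LGI 1-month livers. Its logFC was 2.36 (standard error 0.56, unadjusted p of 0.000853 from limma), and every HGI liver lay above every LGI liver. For Crat (ENSMUSG00000026853), the levels were 18.9 ± 1.79 CPM (SD, n = 3) in HGI 1-month livers and 10.9 ± 6.02 CPM (SD, n = 4) in LGI 1-month livers, and the diets overlapped. The logFC of Crat was 1.07 (standard error 0.50, unadjusted p of 0.0482), and its unadjusted p exceeded 0.05 in 5 of the 7 fits that left out 1 liver. Cyp7a1 (ENSMUSG00000028240) was measured at 73.5 ± 45.4 CPM (SD, n = 3) in HGI 1-month livers and 262 ± 76.1 CPM (SD, n = 4) in LGI 1-month livers, without overlap. Its logFC was -1.97 (standard error 0.50, unadjusted p of 0.00141). Reads of cytochrome P450 paralogs could have been split by the counting. The smallest unadjusted p belonged to Cth (logFC -0.93, p of 0.000115), Rps6ka1 (1.11, p of 0.000121) and Gas7 (-0.93, p of 0.000222), each without overlap.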

Among the top DEGs in HGI vs. LGI livers were *ApoA4* (2.37 log_2_ fold change [logFC]) and *Crat* (1.1 logFC) exhibiting higher expression, and *Cyp7a1* (−1.96 logFC) that functions in interconversion of acetyl-coenzyme A (CoA) and acetylcarnitine and bile acid synthesis showing reduced expression, (Figure 2D and Table S2). Gene set enrichment analysis (GSEA) identified 41 pathways impacted by transcriptomic differences between short-term HGI- and LGI-fed animals (Table S2). Interleukin-3, interleukin-5, and granulocyte-macrophage colony-stimulating factor (GM-CSF) signaling, gluconeogenesis, and triglyceride and fatty acid metabolism were among the enriched gene sets in HGI livers, with cholesterol biosynthesis and respiratory electron transport being negatively enriched.

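Genes were ranked by logFC with fgsea on Reactome sets, after 6870 of 7111 Entrez identifiers (96.6%) had been matched to the files. Of 800 sets, 24 had a p below 0.05 adjusted over all 800 in 1-month livers, 23 of them higher in HGI. With limma's fry, which keeps the correlation between genes, 0 sets had an adjusted p below 0.05 and 36 an unadjusted p below 0.05. For the sets and lists named here, adjusted p-values are over the named sets and lists alone. Such a value below 0.05 therefore does not place a set among the 24. The 34 genes of interleukin-3, interleukin-5 and GM-CSF signaling had a median logFC of 0.099, with 26 higher in HGI (fgsea adjusted p of 0.000144, fry 0.303). Gluconeogenesis (25 genes) had a median of 0.12 (fgsea adjusted p of 0.145, or 0.0204 when ranked by the moderated t). Medians were 0.18 for 33 triglyceride biosynthesis genes (fgsea adjusted p of 0.0186, fry 0.449) and 0.043 for 79 genes of fatty acid, triacylglycerol and ketone body metabolism (fgsea adjusted p of 0.0241). Of 21 cholesterol biosynthesis genes, 18 were lower in HGI, with a median of -0.21 (fgsea adjusted p of 0.0186, fry 0.745), which was 0.065 without LGI 1-month replicate 35. The unadjusted fgsea p-values of the triglyceride (0.0067), fatty acid (0.0134) and cholesterol (0.00806) sets were too large to be among the 24.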

**Figure 2:**
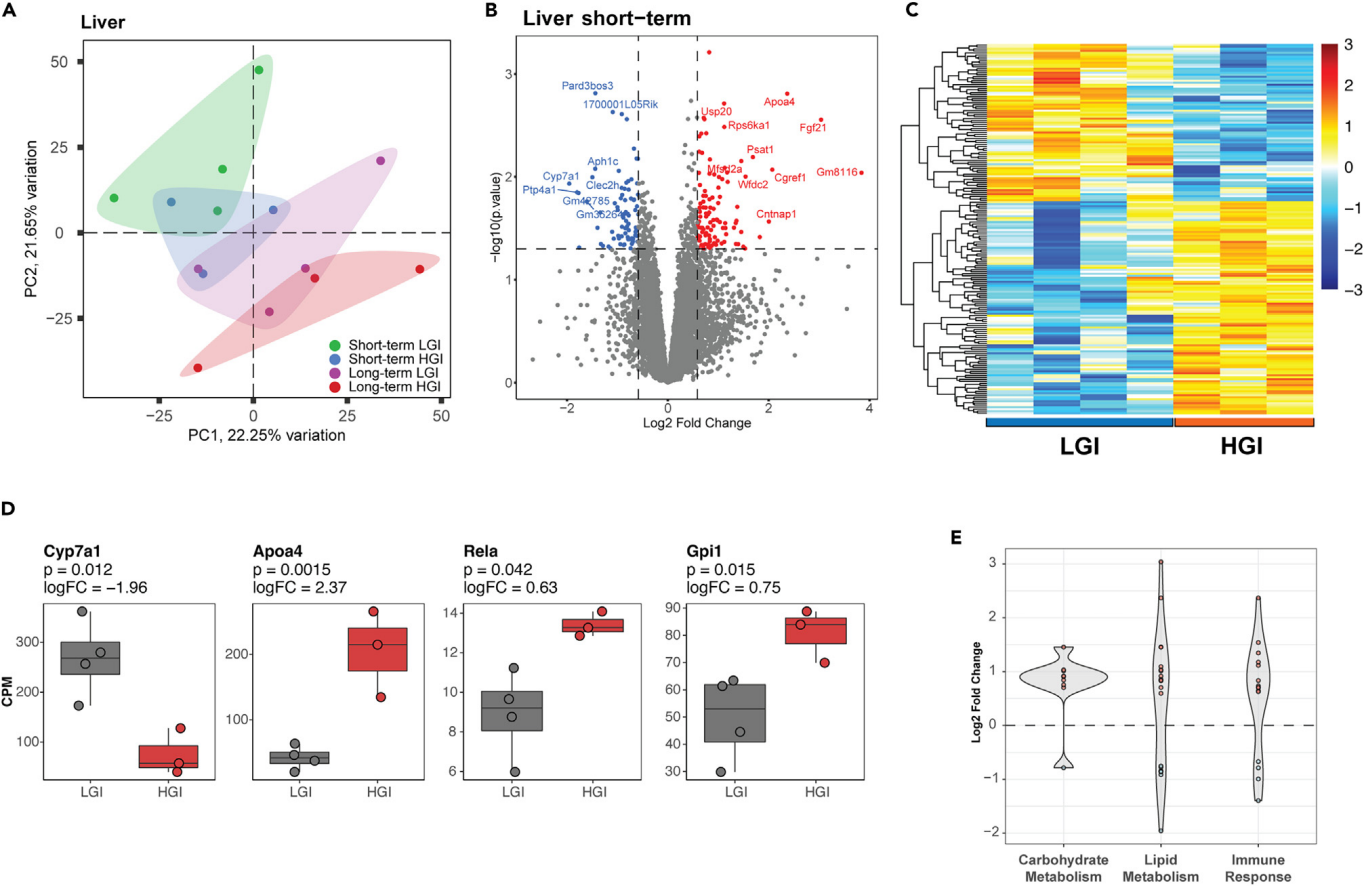
Short-term HGI diet alters hepatic transcriptome (A) Liver transcriptomes cluster by diet and length of feeding in principal-component analysis (PCA). (B) Volcano plot of significant DEGs in livers of short term HGI- versus LGI-fed animals using a p value <0.05 and absolute l log_2_(fold change) ≥ 1.5. (C) Heatmap showing gene expression trends of short-term HGI-linked DEGs in liver. (D) Expression of selected significant DEGs in livers of HGI and LGI animals. See Table S2 for additional details. (E) Short-term HGI diet alters expression of lipid and carbohydrate metabolism- and immune response-related genes. Gene sets were collated from the following gene ontology (mouse genome informatics [MGI]) terms: lipid metabolic processes, carbohydrate metabolism, and immune response.

To obtain a broad picture of diet and hepatic gene expression, we focused on DEGs-enriched pathways that could be grouped into three broader categories of carbohydrate metabolism, lipid and fatty acid metabolism, and inflammation and immune response. 

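Gpi1 (ENSMUSG00000036427) was at 79.1 ± 9.55 CPM (SD, n = 3) in HGI 1-month livers and 48.7 ± 15.4 CPM (SD, n = 4) in LGI 1-month livers, without overlap. The logFC of Gpi1 was 0.75 (standard error 0.25, unadjusted p of 0.00946).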

Carbohydrate metabolism and gluconeogenesis genes, including glucokinase (*Gck*, 0.91 logFC) and glucose-6-phosphate isomerase 1 (*Gpi1*, 0.75 logFC), exhibited higher expression in the HGI group (Figures 2D and 2E). Interestingly, Gpi1 is shown to have secondary functions in immune response. 

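Levels of Rela (ENSMUSG00000024927) were 13.1 ± 0.606 CPM (SD, n = 3) in HGI 1-month livers and 8.72 ± 2.15 CPM (SD, n = 4) in LGI 1-month livers, with no overlap between the diets. The logFC was 0.63 (standard error 0.26, unadjusted p of 0.0294). In 4 of the 7 fits that each left out 1 liver, its unadjusted p was above 0.05. From higher Gpi1 and Rela, the paper proposes that the HGI diet induced inflammation.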

Enhanced expression of *Gpi1* together with *Rela* (p65 or nuclear factor κB [NF-κB], 0.63 logFC) indicates HGI diet-induced inflammation. 

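Of the 31 tested fatty acid metabolism genes of Figure 3D, 22 were higher and 9 lower in 1-month HGI livers, with a median logFC of 0.22 and 3 genes at an unadjusted p below 0.05 (fgsea adjusted p of 0.0186, fry 0.365). Fads2 had a logFC of 0.84 (unadjusted p of 0.018), and its p exceeded 0.05 in 3 of the 7 fits without 1 liver. For Fabp2 the logFC was 0.47 (unadjusted p of 0.044), also above 0.05 in 5 of such fits. Scd1 (0.84), Fasn (0.67), Fabp1 (0.32), Srebf1 (0.25) and Mlxipl (0.031) had positive logFC with an unadjusted p above 0.05. The sign changed for Mlxipl in 4 of these fits and for Srebf1 without LGI 1-month replicate 34 (-0.076).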

Lipid metabolism genes mostly showed higher expression in response to HGI. We also noted reduced expression of the gene set for respiratory electron transport in the HGI group (Table S2). 

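The 75 respiratory electron transport genes had a median logFC of -0.062 in 1-month livers, with 47 lower and 28 higher in HGI (fgsea adjusted p of 0.124, fry 0.657). Ranked by the moderated t, the fgsea adjusted p was 0.00047, and without the limit on low expression 0.0434. Of the mitochondrially encoded genes, 13 of 13 were lower in HGI (median -0.35), 3 of them at an unadjusted p below 0.05 (fgsea adjusted p of 0.000144, fry 0.303). The 78 nuclear subunit genes had a median of -0.036.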

Short-term HGI diet also altered expression of multiple carbohydrate and lipid metabolism-, immune response-, and inflammation-related genes (Figure 2E and Table S2). Thus, transcriptomic analysis demonstrated significant changes in genes associated with metabolic and inflammation pathways in the liver as early as 1-mon of feeding the HGI diet.

### Long-term HGI diet enhances hepatic expression of genes associated with very long chain fatty acids and chronic inflammation

Transcriptomic comparison of HGI versus LGI diet fed for 12-mon resulted in significantly higher expression of 259 and lower expression of 138 genes in livers of HGI-fed mice (p value <0.05 and fold change ≥1.5) (Figures 3A and 3B). 

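The deposited counts gave 848 genes past these limits after 12 months, 667 higher and 181 lower in HGI livers. HGI and LGI livers did not overlap in 473 of them, and in 8.46% of all tested genes, where chance gives 5.71%. An unadjusted p below 0.05 was reached by 1260 genes (10.9%). The smallest adjusted p from limma was 0.0624, and 128 genes had an adjusted p below 0.05 with DESeq2, which gave 22 unchanged genes in simulated counts with 200 changed genes. The count was 1681 genes without the limit on low expression. Without HGI 12-month replicate 52, 311 genes were lower in HGI. Simulated counts of independent genes, none of them changed, gave 358. Among 35 splits of the same livers, the real one included, 5 gave at least 848 and the largest count was 1318. Between the comparisons after 1 and 12 months, which share no animals, 101 genes passed in the same direction and 10 in opposite directions. Across genes, which are not independent replicates, the logFC of the comparisons had a Pearson correlation of 0.361, and 15 of 100 relabelings of the groups gave as large a value. Smallest p-values belonged to Tmie (logFC 1.14), Cyp3a59 (1.62) and Ugt1a1 (-0.86), each without overlap.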

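After 12 months, Ifi44 (ENSMUSG00000028037) was at 27.5 ± 27.5 CPM (SD, n = 3) in HGI 12-month livers and 3.15 ± 1.55 CPM (SD, n = 4) in LGI 12-month livers, with overlap. Its logFC was 2.59 (standard error 0.75, adjusted p of 0.266 from limma). Irf7 (ENSMUSG00000025498) was at 41.8 ± 21.8 CPM (SD, n = 3) in HGI 12-month livers and 11.1 ± 3.62 CPM (SD, n = 4) in LGI 12-month livers, without overlap. The logFC of Irf7 was 1.88 (standard error 0.34, adjusted p of 0.121 from limma). Cyp3a59 (ENSMUSG00000061292), a P450 gene whose reads could have been split with its paralogs, was at 17.1 ± 5.44 CPM (SD, n = 3) in HGI 12-month livers and 5.45 ± 0.826 CPM (SD, n = 4) in LGI 12-month livers. Elovl5 did not overlap between the diets and had an adjusted p of 0.266 from limma. Cyp17a1 (logFC 1.79, adjusted p of 0.321 from limma) and Srebf1 (logFC 1.16, adjusted p of 0.379) overlapped. In fits without 1 liver, the unadjusted p of Srebf1 was above 0.05 in 4 of 7 and that of Cyp17a1 in 1.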

Prominent among DEGs showing higher expression were inflammation-, cytochrome-, and lipid metabolism-related genes including *Ifi44* (2.59 logFC), *Irf7* (1.88 logFC), *Cyp17a1* (1.79 logFC), *Cyp3a59* (1.62 logFC), *Elovl5* (1.24 logFC), and *Srebf1* (1.16 logFC) (Figures 3C and S1A). 

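Among genes lower on HGI after 12 months, Oat (ENSMUSG00000030934) was at 610.3 ± 124 CPM (SD, n = 3) in HGI 12-month livers and 1144 ± 278 CPM (SD, n = 4) in LGI 12-month livers, without overlap. The logFC of Oat was -0.89 (standard error 0.24, adjusted p of 0.243 from limma). For Txnip (ENSMUSG00000038393) the logFC was -0.74 (standard error 0.30, adjusted p of 0.384). LGI livers spread from 55.3 to 207 CPM of Txnip and HGI livers from 55.2 to 67.3 CPM. In 4 of the 7 fits that left out 1 liver, its unadjusted p exceeded 0.05. Pfkfb3 (ENSMUSG00000026773) had a logFC of -1.28 (adjusted p of 0.293 from limma), and Acot4, whose reads could have been split with its paralogs, of -1.01 (adjusted p of 0.323). Both overlapped between the diets.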

Reduced expression after 12-mon HGI diet was evident for genes encoding several metabolic regulatory proteins, including ornithine aminotransferase (*Oat*, −0.88 logFC), thioredoxin-interacting protein (*Txnip*, −0.74 logFC), and *Pfkfb3* (−1.29 logFC) (Figures 3C and S1). We noted dysregulation of a number of cytochrome P450 family genes, indicating metabolic shifts after 12-mon HGI diet. 

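Of 61 tested cytochrome P450 genes, 2 passed the limits upward and 12 downward after 12 months of HGI. The median logFC of the family was -0.20 (fgsea adjusted p of 0.000111, fry 0.0431), with 38 genes lower and 23 higher. After 1 month, 2 passed upward and 7 downward, with a median of -0.15 (fgsea adjusted p of 0.0186, fry 0.0887) and 17 at an unadjusted p below 0.05. The 12-month median was -0.087 without HGI 12-month replicate 52. The 12-month adjusted p was 0.177 by fgsea without the limit on low expression. A p below 0.05 adjusted over the list alone was reached by 9 genes after 12 months, against 0 over all genes tested and 18 at an unadjusted p below 0.05. Cyp1a2 (logFC -0.84), Cyp2e1 (-0.76) and Cyp4v3 (-0.77) did not overlap between the diets, whereas Cyp2a5 (-1.01), Cyp2c23 (-0.69) and Cyp4a12a (-1.21) did. Single members are uncertain, because reads of near-identical paralogs could have been split.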

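At 12 months, 45 of 800 Reactome sets had a fgsea adjusted p below 0.05, 40 of them higher in HGI livers, and 1 with fry. These counts are adjusted over all 800 sets, and the values below over the named sets and lists alone. A value below 0.05 therefore does not place a set among those counted. The 88 interferon signaling genes had a median logFC of 0.44, with 69 higher in HGI (fgsea adjusted p of 1.88e-10, fry 0.0421). That median was 0.25 without HGI 12-month replicate 52. All 10 genes of an interferon-induced list, which includes Ifi44 and Irf7 that the paper names, passed the limits upward (median 1.51). Per liver, their mean log2 CPM lay between 3.39 and 4.75 in HGI and between 1.92 and 2.75 in LGI livers (exact two-sided permutation test, p of 0.0286, the smallest this design allows). The 382 innate immune system genes had a median of 0.048 (fgsea adjusted p of 4.43e-06, fry 0.355). Triglyceride biosynthesis genes had a median of 0.16 (fgsea adjusted p of 0.702), which was -0.12 without HGI 12-month replicate 51. For respiratory electron transport, 58 of 75 genes were lower in HGI, with a median of -0.078 (fgsea adjusted p of 0.351, or 0.000203 when ranked by the moderated t). Without HGI 12-month replicate 52 this median was 0.07. Of the interleukin-7 set, 4 genes were tested, too few for a set test.

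**Figure D1:**
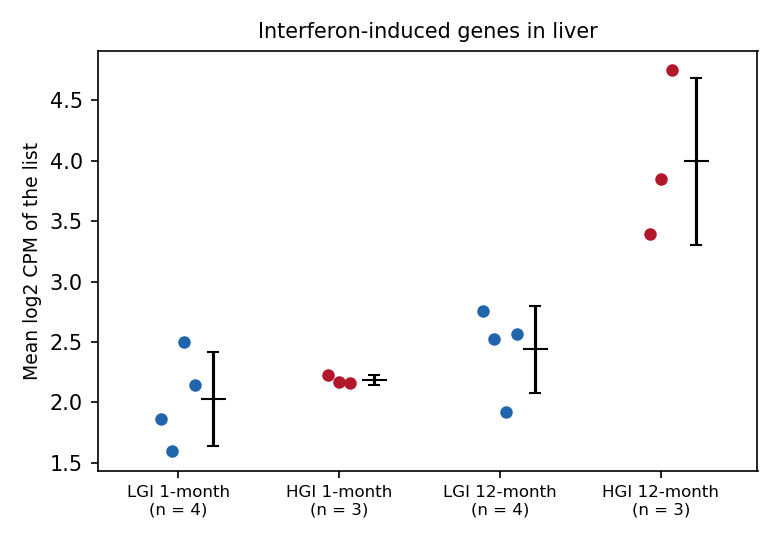
Mean log2 CPM of 10 interferon-induced genes in each liver, by diet and length of feeding. After 12 months, HGI livers lie between 3.39 and 4.75 and LGI livers between 1.92 and 2.75.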

Consistent with findings after 1-mon HGI diet, GSEA analysis showed upregulation of specific immune- and inflammation-related pathways and of triglyceride metabolism in 12-mon HGI group (Table S2), whereas respiratory electron transport and interleukin-7 signaling pathways were downregulated.

**Figure 3:**
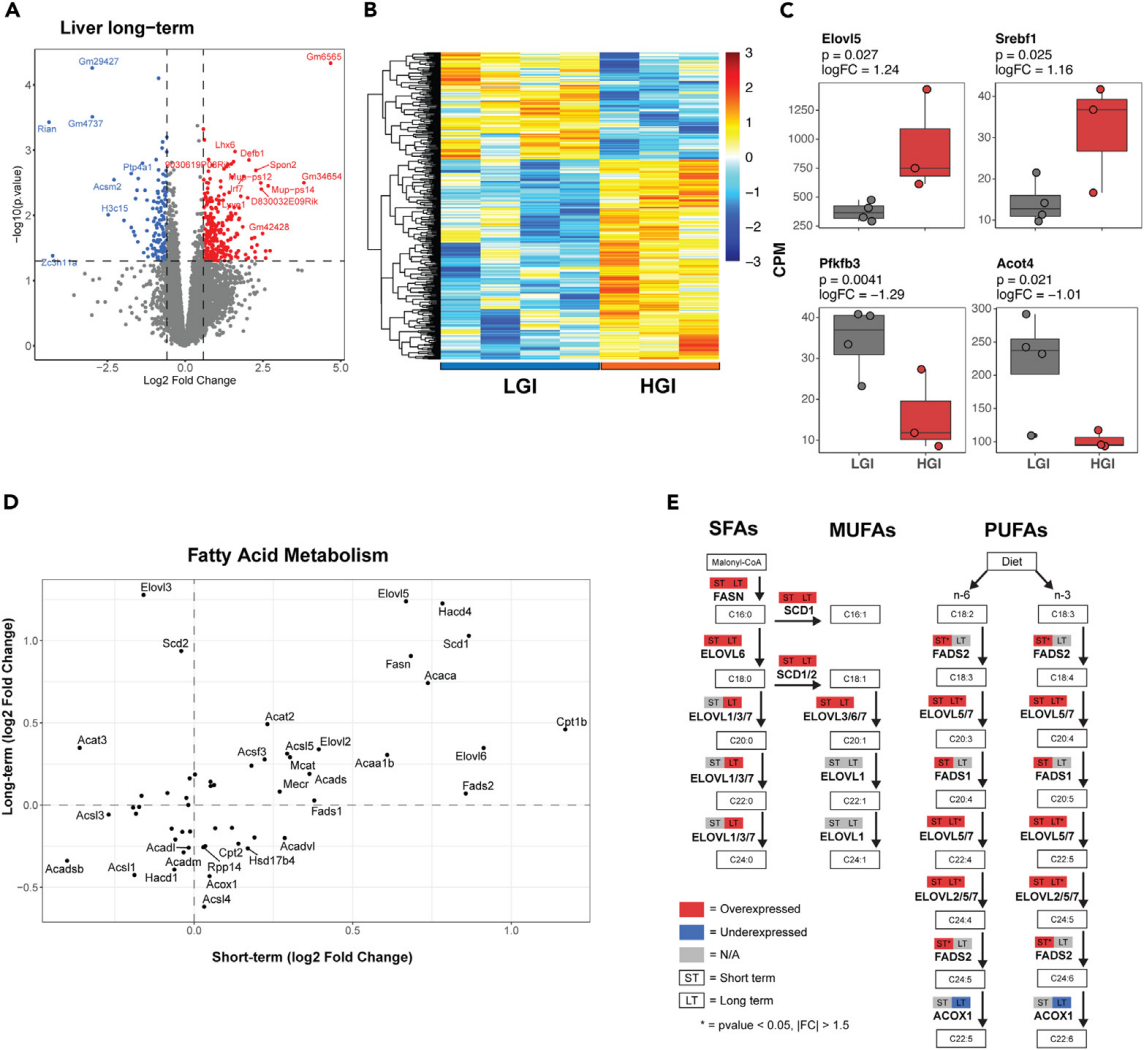
Long-term HGI diet produces significant transcriptomic alterations in key fatty acid metabolic processes of the liver (A) Volcano plot of DEGs in the liver after long-term HGI diet using a p value <0.05 and absolute fold change ≥1.5. (B) Heatmap of DEGs in liver after long-term HGI vs. LGI feeding. (C) Important liver fatty acid and glycolytic enzymes respond to long-term HGI diet. (D) Comparison of transcriptomic outline of fatty acid metabolism pathway in short- versus long-term HGI treatment. Genes were obtained from KEGG (mmu01212). The x axis denotes log_2_ fold change after short-term feeding whereas the y axis represents log_2_ fold change after long-term HGI. (E) HGI-linked transcriptional changes in fatty acid elongation pathway for saturated fatty acids (SFAs), monounsaturated fatty acids (MUFAs), and polyunsaturated fatty acids (PUFAs). Fatty acid species are shown in boxes with gene names shown in bold text. Boxes above gene names represent over expression (positive logFC, shown in red), under expression (negative logFC, shown in blue), or no change shown in gray in short-term and long-term HGI diets. ∗ indicates statistical significance with a p value <0.05.

We then focused on the analysis of fatty acid elongation Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, uncovering several genes showing higher expression with long-term HGI diet including the *Elovl* and *Scd* genes (Figures 3D and S1C). 

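All 7 tested Elovl and Scd genes were higher in 12-month HGI livers, with a median logFC of 0.94 (fgsea adjusted p of 0.0357, fry 0.0431). The logFC was 1.27 for Elovl3, 1.24 for Elovl5, 1.03 for Scd1, 0.35 for Elovl6, 0.34 for Elovl2 and 0.16 for Elovl1. An unadjusted p below 0.05 was found for Elovl3, Elovl5 and Scd2. The median was 0.47 without HGI 12-month replicate 51 and 0.35 without the limit on low expression.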

Transcriptomic trends in genes encoding enzymes associated with metabolism of saturated fatty acids (SFAs), monounsaturated fatty acids (MUFAs), and polyunsaturated fatty acids (PUFAs) were consistent in both 1- and 12-mon HGI groups (Figures 3E and S1C). Furthermore, genes for fatty acid binding proteins were also overexpressed in both HGI feeding (Figure S1C and Table S1). However, peroxisome-proliferator activated receptor (PPAR) signaling pathway, upstream of lipid metabolism, did not reveal statistically significant differences.

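Of the 31 fatty acid metabolism genes, 22 kept the sign of their logFC between 1 and 12 months, 16 higher and 6 lower in HGI livers at both times, and 9 had opposite signs. At 12 months their median logFC was 0.19, with 7 at an unadjusted p below 0.05 (fgsea adjusted p of 0.24). This median changed sign without HGI 12-month replicate 50 (-0.10) and without replicate 51 (-0.017). The interaction of diet and length of feeding had an unadjusted p below 0.05 in 3 of these genes. Fasn had a logFC of 0.91, Mlxipl of 0.10 and Fads2 of 0.078 at 12 months, and the signs of Mlxipl and Fads2 each changed in 3 of 7 fits without 1 liver.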

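Each of the 5 tested Fabp genes had a positive logFC at both times. Their median was 0.47 after 1 month (fgsea adjusted p of 0.0665, fry 0.0887) and 1.06 after 12 months (fgsea adjusted p of 0.00956, fry 0.00093). With 1 surrogate variable, the 1-month fgsea adjusted p was 0.0454, and without the limit on low expression the 12-month one was 0.197. After 12 months, Fabp4 (logFC 1.18) and Fabp2 (0.87) passed the limits. Fabp1 had a logFC of 0.22, which was -0.044 without HGI 12-month replicate 50.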

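The 54 PPAR pathway genes, a list written from general knowledge, had a median logFC of 0.17 after 1 month, with 36 higher in HGI livers (fgsea adjusted p of 0.0109, fry 0.369). After 12 months the median was 0.045, with 28 higher and 26 lower (fgsea adjusted p of 0.78, fry 0.854). The 12-month median changed sign in 4 of the 7 fits without 1 liver and with 1 surrogate variable (-0.015). Adjusted over the list alone, 0 genes passed after 1 month, where 6 had an unadjusted p below 0.05, and 3 after 12 months, against 0 over all genes tested.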

### Transcriptomic changes in the retina in response to dietary hyperglycemia

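Retinal RNA of HGI- and LGI-fed mice was sequenced in 16 libraries, 4 for each diet after 1 month and after 12 months. Estimated counts per gene, made as for liver, summed to between 16.8 and 34.1 M per retina. Medians were 24.9 M in LGI 1-month, 27.2 M in HGI 1-month, 20.6 M in LGI 12-month and 27 M in HGI 12-month retinas. The fit, separate from that of the liver, covered 15054 genes averaging over 1 CPM in at least 1 group. The limit on fold change was 1.25, as in the paper's methods. Liver transcripts, estimated from genes at least 1000 times higher in liver, were equivalent to between 0.00607% and 0.158% of a retina library.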

Next, we investigated retinal transcriptomes from age-matched mice fed HGI or LGI (Figure 1C). In PCA analysis, retinal transcriptomes clearly clustered according to diet and age (Figure 4A) as in case of liver but had fewer statistically significant DEGs. 

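The first component carried 35.2% and the second 14.8% of the variance in retina. Along the second component, 1-month retinas lay between -37.2 and -4.39 and 12-month retinas between -1.96 and 26. The 4 groups accounted for 25.8% of the squared distances, against 20% for shuffled labels (permutation p of 0.13). Length of feeding within diet accounted for 21.1% (permutation p of 0.07) and diet within length of feeding for 13.2% (permutation p of 0.34). On the 500 genes with the largest variance, the groups accounted for 30.7% (permutation p of 0.0076).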

We therefore modified our significance threshold to p value <0.05 and absolute FC ≥ 1.25 to identify DEGs and predict potential functional implications. In the 1-month diet group, 244 genes were significantly different between retinas of HGI and LGI fed mice (Figures 4B and Table S3). 

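The deposited retina counts gave 237 genes past the limits after 1 month, 80 higher and 157 lower in HGI. An unadjusted p below 0.05 was reached by 404 genes (2.68%), where 753 would by chance, and the smallest adjusted p from limma was 0.999. Keeping genes of low expression gave 1066 genes. Fits that each left out 1 retina gave between 128 (without HGI 1-month replicate 7) and 832 genes (without LGI 1-month replicate 1). Simulated counts of independent genes, none of them changed, gave 523. Among 35 splits of the same retinas, the real one included, 20 gave at least 237, and the median was 247. HGI and LGI retinas did not overlap in 1.36% of tested genes, where chance gives 2.86%. Of the genes past the limits, 10.1% are pseudogenes, against 2.53% of those tested. Ccdc80 (logFC 1.14, unadjusted p of 0.000333), Il17d (-0.78, p of 0.000413) and Rbm3 (-0.52, p of 0.000549) had the smallest p-values.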

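After 12 months, 646 retinal genes passed the limits, 354 higher and 292 lower in HGI. An unadjusted p below 0.05 was reached by 1167 genes (7.75%), and the smallest adjusted p from limma was 0.607. DESeq2 gave 9 genes at an adjusted p below 0.05, and 30 unchanged genes in simulated counts with 200 changed genes. Fits without 1 retina gave between 343 (without HGI 12-month replicate 19) and 1110 genes (without HGI 12-month replicate 20), and a fit with 1 surrogate variable gave 1420. Simulated counts of independent genes, none of them changed, gave 570. Among 35 splits of the same retinas, the real one included, 5 gave at least 646, and the median was 133. The smallest p-values belonged to Apoa2 (logFC -1.35), Tcte3 (1.33) and Fabp1 (-2.47). Apoa2 and Fabp1 are abundant in liver. Of the genes past the limits, 37 (5.73%), 36 of them lower in HGI, were at least 50 times higher in liver than in retina.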

We detected larger differential expression in the 12-mon diet group with a total of 632 genes in HGI- compared to LGI-fed animals (Figures 4C, 4D, and Table S3). 

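Past the limits after both 1 and 12 months, 6 retinal genes changed in the same direction, 1 higher and 5 lower in HGI, and 71 in opposite directions. The comparisons share no animals. Across genes, which are not independent replicates, their logFC had a Pearson correlation of -0.268 and a Spearman correlation of -0.456. A Pearson correlation as far below 0 came from 22 of 100 relabelings of the groups. When genes of low expression were kept, 43 genes were shared, and without 1 retina between 4 and 12.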

Profiles of DEGs showed that only six DEGs had similar patterns of over- or underexpression between 1- and 12-mon diet groups. GSEA indicated an enrichment of several signaling and metabolic pathways (Figure 4E), with oxidative phosphorylation being the most significant KEGG pathway in the retina, but 1- and 12-mon groups showed opposing enrichment scores (Table S3). 

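KEGG sets were not used here. The 81 nuclear OXPHOS subunit genes had a median logFC of 0.021 after 1 month, with 46 higher and 35 lower in HGI (fgsea adjusted p of 0.664). After 12 months it was 0.046, with 64 higher and 17 lower (fgsea adjusted p of 0.0327, fry 0.709). The 1-month median was -0.063 with 1 surrogate variable (fgsea adjusted p of 0.00329) and changed sign in 6 of the 8 fits without 1 retina. The 12-month median was -0.068 without LGI 12-month replicate 24. Between 1 and 12 months, 52 of these genes changed sign. Reactome's respiratory electron transport had medians of -0.008 after 1 month (fgsea adjusted p of 0.475) and 0.058 after 12 months (fgsea adjusted p of 0.00318).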

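Mean levels of 13 mitochondrially encoded protein genes were compared in retina. After 1 month, 13 were lower in HGI, with a median logFC of -0.27 and 1 gene, mt-Co2 (-0.72), at an unadjusted p below 0.05. After 12 months 13 were higher in HGI, with a median of 0.45 and 8 past the limits. The fgsea adjusted p was 0.000472 after 1 month and 3.92e-06 after 12 months, and with fry 0.996 and 0.17. With 1 surrogate variable, the 1-month median was -0.098 (fgsea adjusted p of 0.0954). The mean log2 CPM per retina overlapped between the diets at both times and differed by -0.3 after 1 month (exact two-sided permutation test, p of 0.171) and by 0.51 after 12 months (exact two-sided permutation test, p of 0.0857). The interaction of diet and length of feeding had a median of 0.72 (fgsea adjusted p of 1.89e-05, fry 0.204), with 9 genes at an unadjusted p below 0.05 and 0 at an adjusted p below 0.05 over all genes. These genes made up 9.05% ± 0.759 of counts in LGI 1-month, 7.89% ± 1.29 in HGI 1-month, 7.53% ± 1.06 in LGI 12-month and 9.34% ± 1.33 in HGI 12-month retinas (SD, n = 4).

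**Figure D2:**
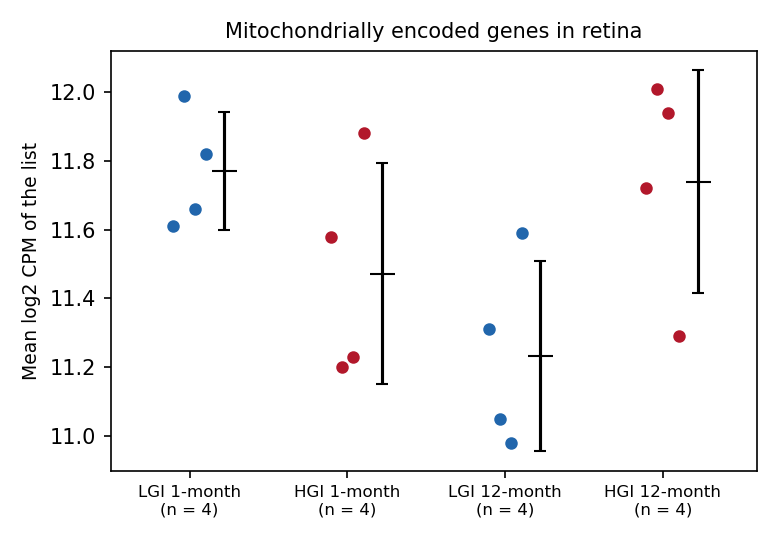
Mean log2 CPM of the 13 mitochondrially encoded genes in each retina, by diet and length of feeding. After 12 months, LGI retinas range from 10.98 to 11.59 and HGI retinas from 11.29 to 12.01.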

We noted lower expression of mitochondrially encoded genes in 1-month HGI retinas but higher expression in 12-mon HGI group (Figure 4F). 

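The 23 tested regulators of mitochondrial biogenesis and mitophagy had a median logFC of 0.035 after 1 month and -0.065 after 12 months in HGI retinas (fgsea adjusted p of 0.744 and 0.684). Fundc1 (logFC -0.37) had an unadjusted p below 0.05 after 1 month. After 12 months, 5 did, namely Pprc1 (logFC -0.58), Fundc1 (0.37), Bnip3 (0.37), Twnk (-0.39) and Bnip3l (0.31). Adjusted over the list alone, 0 genes passed at either time, and also 0 over all genes tested. Through such regulators, the paper asks whether a changed mitochondrial population accounts for the mitochondrial expression.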

To test whether changes in mitochondrial gene expression were a result of altered mitochondrial population, we investigated transcription of key regulators of mitochondrial biogenesis and mitophagy but detected no significant difference between the diet groups (Table S3).

**Figure 4:**
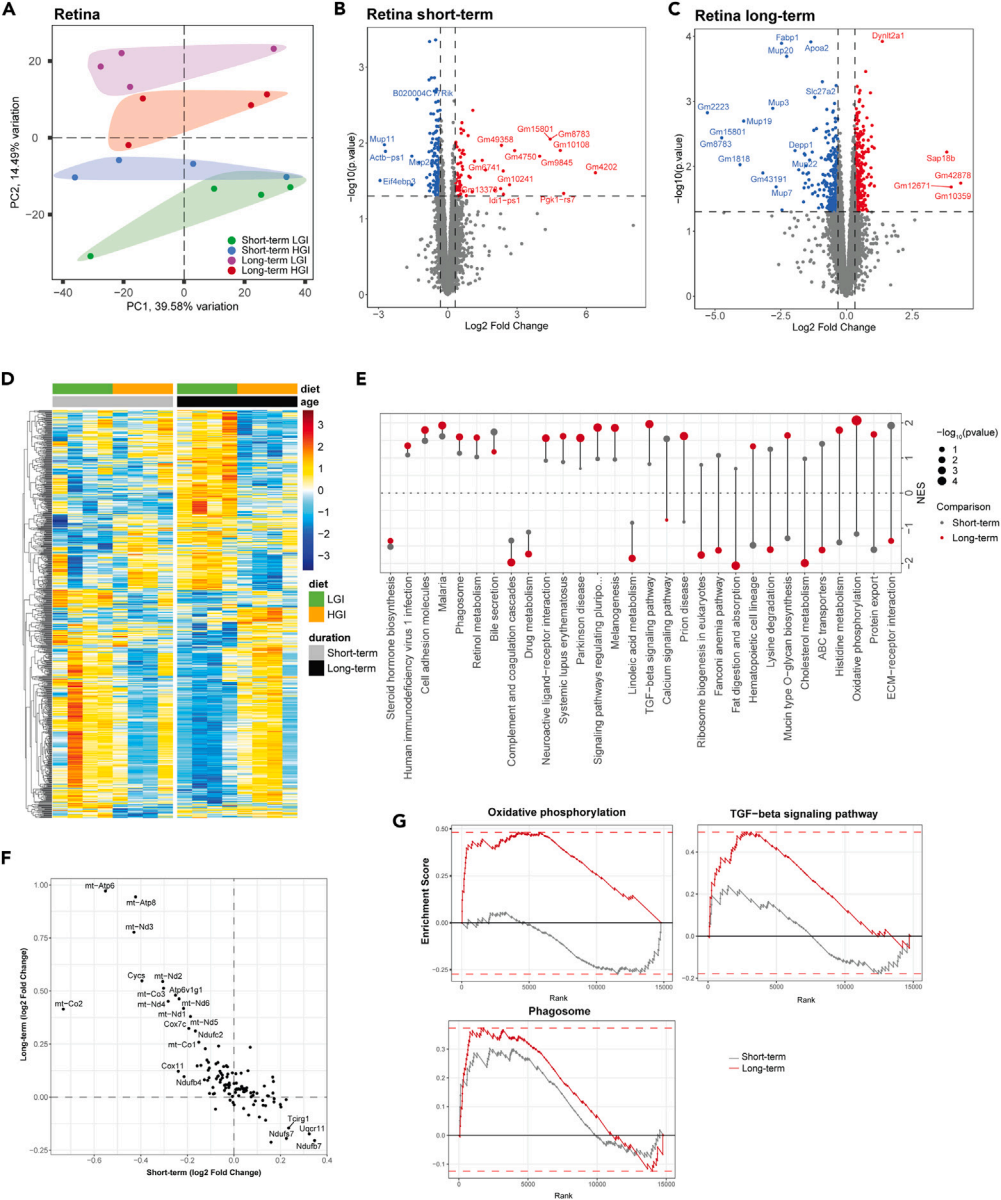
Retinal pathways respond to HGI diet in a duration-dependent manner (A) PCA analysis, colored by retinal age/diet group, shows distinct clustering patterns. (B) Volcano plot showing differentially expressed genes in the retina after short-term HGI and LGI. Horizontal dashed lines represent a p value of 0.05 and vertical dashed lines represent an absolute fold change ≥1.25. (C) Volcano plot for long-term HGI vs. LGI contrast of retinal transcriptomes. (D) Heatmap showing expression trends among retinal all reported DEGs. (E) Pathway enrichment comparison of notable pathways in the retina of short- or long-term HGI-fed animals. Significant KEGG pathways (p < 0.10 in at least one length of exposure matched HGI vs. LGI comparison) are displayed on the y axis and normalized enrichment scores (NESs) are shown on the x axis. Dot size represents -log10(p value), and color represents age-matched diet comparisons. Pathways are sorted top-to-bottom according to age-matched similarity in NES scores. (F) KEGG pathway for oxidative phosphorylation genes shows diet- and length of treatment-related expression trends in the retina. Axes represent the log_2_(FC) for short-term (one-month HGI) and long-term (12-mon-HGI) HGI vs. LGI comparisons. (G) Enrichment curves for oxidative phosphorylation, TGF-β signaling, and phagosome pathways.

In both 1- and 12-mon HGI groups, we observed lower expression of the KEGG gene sets for steroid hormone biosynthesis, complement and coagulation cascades, and linoleic acid metabolism. 

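KEGG sets were not analysed here. The 19 complement and coagulation genes of Figure S2C had a median logFC of -0.082 after 1 month, with 11 lower in HGI retinas and 0 at an unadjusted p below 0.05 (fgsea adjusted p of 0.395). After 12 months the median was -0.28, with 11 lower and 6 at an unadjusted p below 0.05 (fgsea adjusted p of 0.00179, fry 0.355). The 10 of these genes that were at least 50 times higher in liver, where carry-over of liver transcripts could raise the counts, had a median of -1.12 after 12 months, and the other 9 of 0.22. The 16 genes of the Reactome complement cascade had medians of 0.096 after 1 month (9 higher, fgsea adjusted p of 0.664) and 0.094 after 12 months (11 higher, fgsea adjusted p of 0.464).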

Enrichment curves for oxidative phosphorylation, phagosome, and transforming growth factor β (TGF-β) signaling revealed higher expression in 12-mon HGI mouse retina (Figure 4G). However, we noted cholesterol metabolism and calcium signaling pathways to have distinct trajectories in 1- versus 12-mon diet groups (Figure 4E).

### Fatty acid profiling reveals markers of fatty liver disease

To seek biochemical validation of the transcriptomic differences, we profiled fatty acid composition in liver samples. HGI feeding significantly affected key species of SFAs, MUFAs, and PUFAs in the liver (Figure 5). HGI-fed animals had 16.3% lower SFAs compared with LGI-fed animals in the 12-mon group (p < 0.05) (Figure 5A). Specifically, we noted reduced levels of two major SFAs—C16:0 (palmitic acid, p < 0.01 in 12-mon group) and C18:0 (stearic acid, p < 0.01 in 1-month feeding group) (Figure 5B). HGI feeding resulted in 85.8% and 66.6% increase in levels of total MUFAs (p < 0.05) in 1- and 12-mon fed mice, respectively (Figure 5A). C16:1 n-7 (palmitoleic acid) and C18:1 n-9 (oleic acid) were more abundant in HGI livers compared with the LGI diet group (p < 0.05) (Figure 5B). Decreased SFAs combined with increased MUFAs in response to HGI feeding resulted in elevated C18:1/C18:0 and C16:1/C16:0 ratios (Figure 5C).

**Figure 5:**
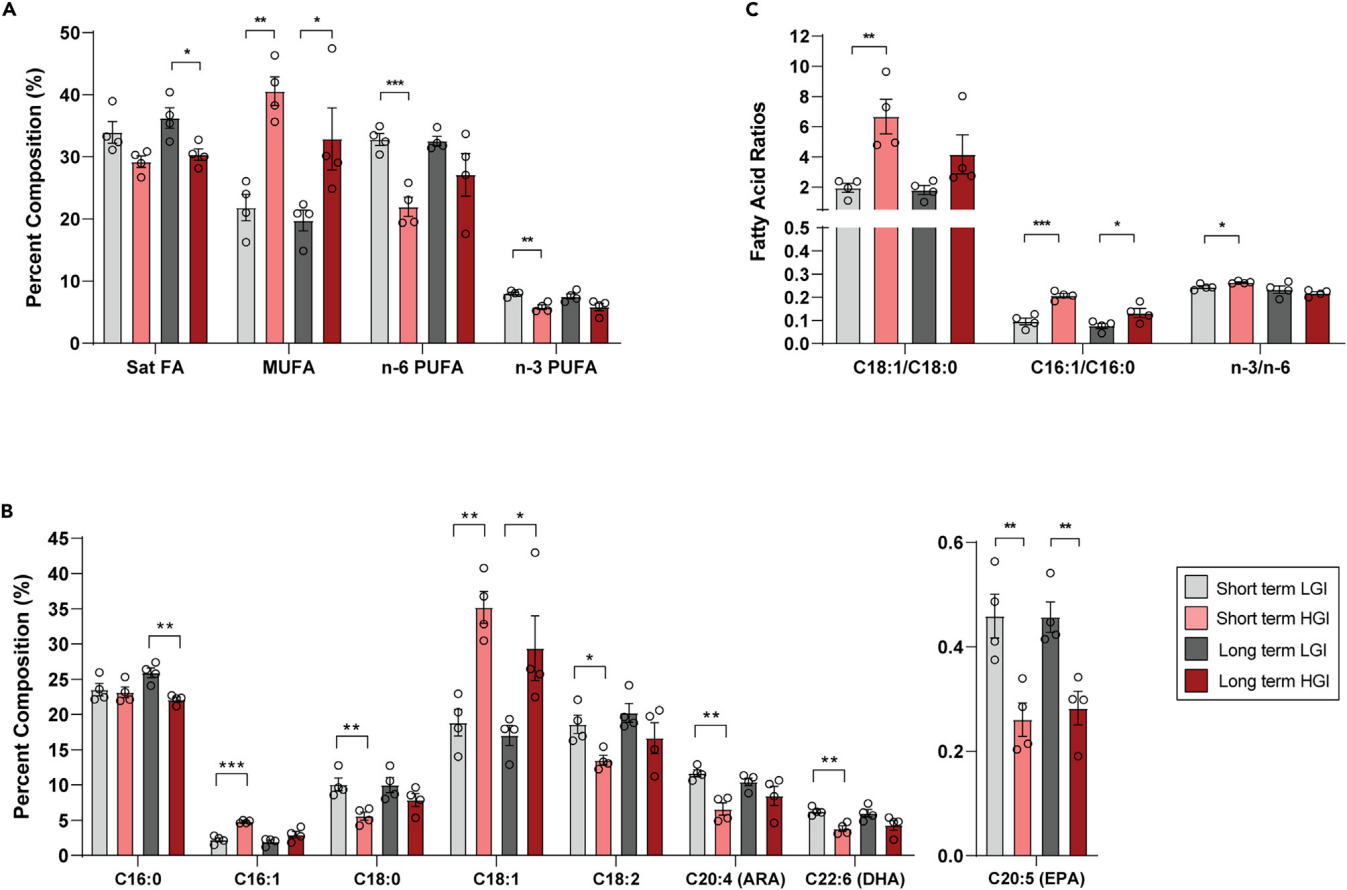
Hepatic fatty acid composition reveals an overabundance of MUFAs and depletion of PUFAs in HGI-fed mice at both ages N = 4 per age/diet group. Individual points represent biological replicates. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 determined by Student’s *t* test for unpaired samples. Bars represent mean percent composition ±SEM, out of 100%, for (A) and (B). Ratios are presented for (C). (A) Summary statistics for the sums of SFAs, MUFAs, n-6 PUFAs, and n-3 PUFAs. (B) Major fatty acid compositions determined by gas chromatography, colored by age/diet group. (C) Fatty acid ratios for C18:1/C18:0, C:16:1/C:16:0 and n-3/n-6.

In addition, overall PUFA content for HGI livers was lower than the LGI group. 1-month HGI diet reduced total n-6 PUFA, C18:2 (linoleic acid), and C20:4 (arachidonic acid) levels in the liver by 33.1%, 27.4%, and 43.7%, respectively, compared with LGI diet (p < 0.05) (Figures 5A and 5B). Total hepatic n-3 PUFA, C22:6 (docosahexaenoic acid - DHA), and C20:5 (eicosapentaenoic acid, EPA) levels were significantly decreased by 27.4%, 39.1%, and 43.2%, respectively, after 1-month HGI feeding compared with LGI (Figures 5A and 5B). Feeding HGI diet for 12-mon resulted in decreased levels of total hepatic n-3 PUFA by 23.4%. The n-3 alterations were composed of a 28.5% and 38.1% lower abundance of DHA and EPA, respectively. PUFA ratio of n-3/n-6 in one-month HGI-fed group was 8.3% higher than that of the LGI-fed group (p < 0.05) (Figure 5C).

### Prolonged HGI feeding results in systemic hypercholesterolemia

We checked plasma lipids from HGI- and LGI-fed mice to measure the systemic impact of diet-related adaptations. Due to sample limitations, this analysis was conducted only on the 12-mon groups (Figure 1B). Relative to LGI, HGI feeding resulted in a 56.4% increase in total plasma cholesterol, a 129% increase in LDL, and a 31.5% increase in HDL (p < 0.01) (Figure 6A and Table S4). Total plasma triglycerides did not show significant abundance change in this experiment (39.3 ± 2.1 mg/dL in LGI vs. 35.5 ± 2.6 mg/dL in HGI; p = 0.28). Further, we performed metabolomic analysis on blood plasma using a C8 lipidomics liquid chromatography-tandem mass spectrometry (LC/MS-MS) column. Using partial least-square regression, the metabolomes of HGI and LGI fed mice displayed distinct clustering (Figure 6B). Compared to the LGI-fed group, the HGI-fed animals had 16 metabolites at significantly lower concentrations, and 19 metabolites at higher concentrations (Figures 6C and Table S5). By separating plasma metabolites by class, we identified a trend of over-abundant phosphatidyl choline (PC) and lysophosphatidyl choline (LPC) with a marked decrease in specific triglyceride species in HGI-fed mice compared to LGI (Figure 6D).

**Figure 6:**
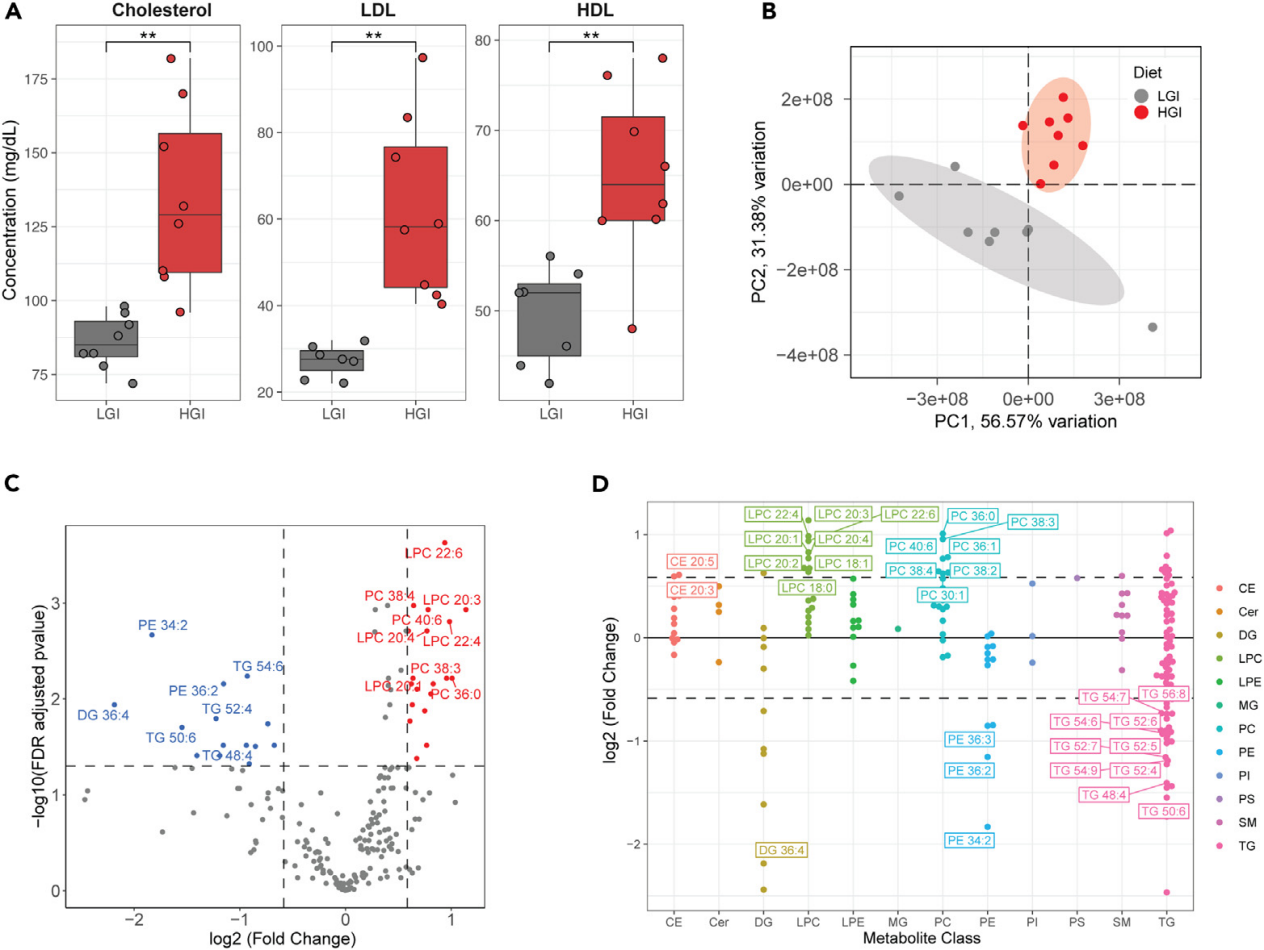
Altered blood plasma metabolites in response to prolonged HGI feeding (A) Blood plasma total cholesterol, LDL, and HDL in twelve-month-diet mice, colored by diet. Significantly elevated total cholesterol, LDL, and HDL indicate hypercholesterolemia in the mice fed the HGI diet. ∗∗p < 0.01 using Student’s *t* test with N = 8 mice per diet group. (B) Blood plasma PCA partial least-squares regression plot using metabolomics data generated from a C8 lipidomics column. (C) Differentially abundant blood plasma metabolites. Horizontal dashed lines represent an FDR-adjusted p value of 0.05, and vertical dashed lines represent an absolute log2(FC) ≥ 1.5. (D) Differentially abundant metabolites grouped by metabolite class. Horizontal dashed lines represent an absolute log2(FC) ≥1.5 in HGI vs. LGI. Text labels represent individual metabolites. From left to right: CE, Cholesterol Ester; Cer, Ceramide; DG, Diglyceride; LPC, Lysophosphatidylcholine; LPE, Lysophosphatidylethanoamine; MG, Monoglyceride; PC, Phosphatidylcholine; PE, Phosphatidylethanolamine; PI, Phosphatidylinositol; PS, Phosphatidylserine; SM, Sphingomyelin; TG = Triglyceride.

### Diet-dependent and aging-associated alterations in liver and retina transcriptomes

To examine the impact of dietary GI on aging, we performed differential expression analysis between young and old animals within each diet group (Figure 1C). 

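The aging comparisons set 24-month-old against 7-month-old mice within a diet. The older mice had also been fed for 12 months in place of 1, so that age and length of feeding changed together. The paper's limitations name 2 cohorts of mice, and its methods give 2 months of chow before the diets for the older mice alone, so cohort and age are not separable here. Comparisons came from the fits used for the diets, and the interaction of diet and length of feeding is also that of diet and age.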

Liver comparisons identified 644 aging-related DEGs in the LGI-fed animals, whereas the HGI group had 244 DEGs differential with aging (Figures 7A and 7B). 

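In the deposited liver counts, 832 genes passed the limits with LGI aging, 474 higher and 358 lower at 24 months, and 103 had an adjusted p below 0.05 from limma. With HGI aging 620 genes passed, 506 higher and 114 lower. Of these comparisons, HGI aging had 0 genes at an adjusted p below 0.05 (smallest 0.0753) and 893 at an unadjusted p below 0.05. DESeq2 gave 391 and 94 genes at an adjusted p below 0.05. Keeping genes of low expression, 1774 genes passed with LGI aging and 1494 with HGI aging. Leaving out 1 liver, the LGI count at an adjusted p below 0.05 was between 18 (without LGI 12-month replicate 55) and 173 (without LGI 12-month replicate 53). Gas7 (logFC -2.31, adjusted p of 0.00027 from limma), Sort1 (-1.83, 0.00364) and Pcdh11x (3.86, 0.00364) had the smallest p-values with LGI aging.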

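Cyp2b9 (ENSMUSG00000040660) was at 48.7 ± 48.3 CPM (SD, n = 4) in LGI 12-month livers and 1.74 ± 2.13 CPM (SD, n = 4) in LGI 1-month livers. Older livers ranged from 5.11 to 108 CPM and younger ones from 0.0495 to 4.54 CPM. The logFC was 6.31 (standard error 1.73, adjusted p of 0.103 from limma). Of the cytochrome P450 genes, 12 passed the limits upward and 8 downward with LGI aging, and 4 had an adjusted p below 0.05 over all genes.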

LGI aging was associated with higher expression of *Cyp2b9* (6.37 logFC) and dysregulation of several other cytochrome P450 genes. Interestingly, *Ppara* (0.72 logFC) and its downstream genes for acyl-CoA thioesterases (*Acot3* 2.6 logFC, *Acot1* 2.18 logFC, *Acot2* 2.15 logFC, *Acot4* 1.35 logFC) were expressed at higher levels in livers of older LGI mice (Figures 7B and Table S2). 

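Ppara (ENSMUSG00000022383) was at 97.9 ± 28.5 CPM (SD, n = 4) in LGI 12-month livers and 60.4 ± 23.4 CPM (SD, n = 4) in LGI 1-month livers. Its logFC was 0.74 (standard error 0.27, adjusted p of 0.224 from limma), and its unadjusted p was above 0.05 in 3 of the 8 fits that left out 1 liver. LogFC with LGI aging was 2.61 for Acot3 (adjusted p of 0.106 from limma), 2.16 for Acot1 (0.18), 2.11 for Acot2 (0.106) and 1.38 for Acot4 (0.0642). Younger and older livers overlapped for each of these genes. The Acot genes are paralogs whose reads the counting could have split.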

*Ppara* and *Acot* genes suggest activity in lipid metabolism and intracellular levels of fatty acids in livers of LGI-fed animals. In addition, key glucose homeostasis and metabolic regulator *Foxo1* was expressed at higher levels (0.59 logFC) in LGI aging of the liver. 

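Foxo1 (ENSMUSG00000044167) had 63.8 ± 8.35 CPM (SD, n = 4) in LGI 12-month livers and 42.7 ± 8.15 CPM (SD, n = 4) in LGI 1-month livers, without overlap. Its logFC was 0.60 (standard error 0.17, adjusted p of 0.113 from limma).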

Among genes showing lower expression in aging comparisons, *Selenbp2* (−4.38 logFC), a target of peroxisome proliferators and linked with *Ppara* transcription, had the highest change between old and young LGI livers. In addition, multiple *Elovl* family genes (*Elovl3* -2.43 logFC, *Elovl5* -1.38 logFC, *Elovl2* -0.62 logFC) were expressed at lower levels in LGI aging (Table S2).

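Selenbp2 (ENSMUSG00000068877) ranged from 0.61 to 23 CPM in LGI 12-month livers, with replicate 54 highest, and from 7.99 to 159 CPM in LGI 1-month livers. Its logFC was -4.39 (standard error 1.13, adjusted p of 0.0826 from limma).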

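Elovl3 (ENSMUSG00000038754) was at 45.4 ± 41.6 CPM (SD, n = 4) in LGI 12-month livers and 207 ± 88.5 CPM (SD, n = 4) in LGI 1-month livers, without overlap, and LGI 12-month replicate 55 had the highest older level at 107 CPM. Its logFC was -2.44 (standard error 0.42, adjusted p of 0.0203 from limma). The logFC of Elovl5 was -1.41 (adjusted p of 0.0616) and that of Elovl2, whose ages overlapped, -0.63 (adjusted p of 0.119). With HGI aging, Elovl3 (-0.98), Elovl5 (-0.81) and Elovl2 (-0.67) also had negative logFC. Their interaction of diet and age had unadjusted p-values of 0.0389, 0.263 and 0.885.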

**Figure 7:**
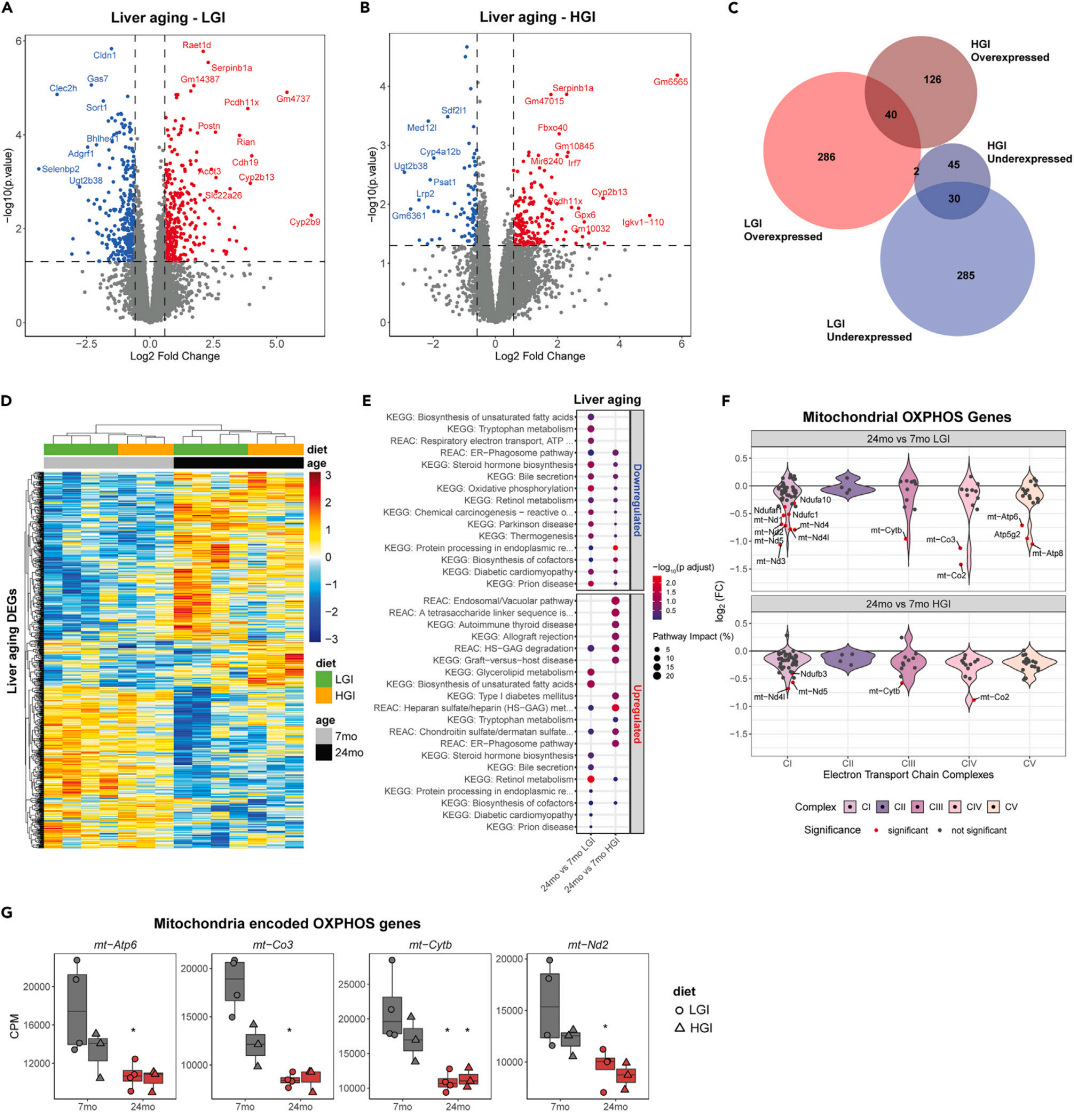
Diet-aging interaction influences hepatic expression of oxidative phosphorylation genes (A) Volcano plot showing aging-related DEGs in livers of LGI fed animals. (B) Volcano plot of DEGs in livers of HGI-fed animals. (C) Overlap of hepatic aging-related DEGs from LGI and HGI groups. (D) Heatmap of all liver DEGs from aging comparisons of HGI and LGI groups. (E) Pathway mapping of hepatic aging-related DEGs from the two diet groups. (F) Mitochondrial OXPHOS genes change expression in liver with age and diet. Significant DEGs are highlighted in red. (G) Mitochondria-encoded oxidative phosphorylation genes are uniquely affected in the liver by aging and GI exposure. ∗ denotes whether a gene is statistically significant (p < 0.05) within a diet group aging comparison.

Strikingly, less than 10% of the aging-related DEGs were common between LGI and HGI groups (Figure 7C), corroborating major shifts due to dietary GI.^31^ 

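With LGI and HGI aging, 179 liver genes passed the limits in the same direction, 125 higher and 54 lower at 24 months, and 3 in opposite directions. The shared genes were 14.1% of the 1270 genes past the limits in either comparison. Across genes, logFC with LGI and HGI aging had a Pearson correlation of 0.473 (as large in 2 of 100 relabelings of the groups), and 87.3% of the genes past the limits with HGI aging had the same sign with LGI aging. In the test of the difference between the diets, limma gave 0 genes with an adjusted p below 0.05 and 460 with an unadjusted p below 0.05. DESeq2 gave 5 genes at an adjusted p below 0.05. From the small share of common DEGs, the paper reasons that dietary GI led to major shifts in aging.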

Distinct expression trends of aging-related DEGs were also evident in the two groups (Figure 7D). 

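Respiratory electron transport genes had a median logFC of -0.12 with LGI aging, with 59 of 75 lower at 24 months (fgsea adjusted p of 0.000419, fry 0.346). With HGI aging the median was -0.18, with 71 lower (fgsea adjusted p of 1.89e-06, fry 0.419), and 0.021 without HGI 12-month replicate 52. The set of fatty acid, triacylglycerol and ketone body metabolism had medians of 0.082 on LGI (fgsea adjusted p of 0.583) and -0.083 on HGI (fgsea adjusted p of 0.26).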

Pathway analysis of DEGs in aging comparisons revealed significant disruption in key fatty acid oxidation and metabolic pathways and suggested reduced expression of the respiratory electron transport in both LGI and HGI groups (Figures 7E and Table S2). Aging livers in the HGI group exhibited higher expression of inflammation-related genes, *Igkc* (3 logFC) and *Irf7* (2.3 logFC). 

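Igkc (ENSMUSG00000076609) was at 26.7 ± 14.1 CPM (SD, n = 3) in HGI 12-month livers and 3.67 ± 2.78 CPM (SD, n = 3) in HGI 1-month livers, without overlap, though its reads could have been split with other immunoglobulin genes. Its logFC was 3.02 (standard error 0.79, adjusted p of 0.258 from limma). The logFC of Irf7 with HGI aging was 2.31 (standard error 0.39, adjusted p of 0.0753 from limma). The interferon-induced genes had a median logFC of 1.85 with HGI aging and 0.40 with LGI aging, and 6 of 10 had an unadjusted p below 0.05 for the interaction of diet and age. B and plasma cell genes had medians of 2.41 with HGI aging (fgsea adjusted p of 0.00173, fry 0.0851) and 1.30 with LGI aging (fgsea adjusted p of 6.47e-05, fry 0.193). Among the smallest p-values with HGI aging were Apol9a (logFC 1.63) and Igkv1-110, at 1.96 CPM in older and 0.0296 CPM in younger livers.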

Older HGI animals showed higher expression of *Scd2* (1.45 logFC), a fatty acid desaturase, a trend reported in liver diseases.^33^ 

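Scd2 (ENSMUSG00000025203) was at 8.07 ± 0.966 CPM (SD, n = 3) in HGI 12-month livers and 2.88 ± 0.336 CPM (SD, n = 3) in HGI 1-month livers, without overlap. The logFC with HGI aging was 1.46 (standard error 0.24) and with LGI aging 0.48, and the interaction had an unadjusted p of 0.0078.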

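Irs1 (ENSMUSG00000055980) was at 16.1 ± 4.44 CPM (SD, n = 3) in HGI 12-month livers and 29 ± 2.87 CPM (SD, n = 3) in HGI 1-month livers, without overlap. The logFC was -0.89 (standard error 0.23, adjusted p of 0.256 from limma), and its interaction of diet and age had an unadjusted p of 0.0516.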

The genes showing lesser expression included insulin receptor substrate 1 (*Irs1*, -0.89 logFC) and several oxidative phosphorylation (OXPHOS) genes (Table S2). GSEA revealed positive enrichment of several inflammation pathways, whereas core metabolic processes like the citric acid cycle (TCA) and OXPHOS were negatively enriched (Table S2). 

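With HGI aging, 93 Reactome sets had a fgsea adjusted p below 0.05, 45 higher and 48 lower at 24 months. With fry 0 sets did, and 121 had an unadjusted p below 0.05. The adjusted counts are over all 800 Reactome sets, and the adjusted values below over the named sets and lists alone. A value below 0.05 therefore does not place a set among the 93. Interferon signaling genes had a median logFC of 0.33, with 67 of 88 higher (fgsea adjusted p of 1.46e-10, fry 0.0851). The 18 citric acid cycle genes had a median of -0.18, with 17 lower (fgsea adjusted p of 0.0316, fry 0.232), and -0.052 without HGI 12-month replicate 52.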

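Of 78 nuclear OXPHOS subunit genes, 73 were lower in 24-month HGI livers, with a median logFC of -0.17 and 3 at an unadjusted p below 0.05 (fgsea adjusted p of 2.87e-06, fry 0.57). Without HGI 12-month replicate 52 the median was 0.03. With LGI aging, 59 were lower (median -0.093).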

Closer evaluation of the mitochondrial OXPHOS pathway revealed lower expression of leading-edge genes that are part of the electron transport chain complexes (Figure 7F). Additionally, several mitochondria-encoded OXPHOS genes were expressed at lower levels in HGI aging (Figure 7G).

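With HGI aging, 12 of the 13 mitochondrially encoded genes were lower in liver, with a median logFC of -0.48 and 4 at an unadjusted p below 0.05 (fgsea adjusted p of 2.87e-06, fry 0.232). With LGI aging 13 were lower, with a median of -0.77, 12 at an unadjusted p below 0.05 and 5 at an adjusted p below 0.05 from limma (fgsea adjusted p of 1.3e-06, fry 0.0237). Mean log2 CPM per liver differed by -0.81 with LGI aging (exact two-sided permutation test, p of 0.0286) and by -0.44 with HGI aging (exact two-sided permutation test, p of 0.2, where the smallest possible is 0.1). For the interaction of diet and age, the median was 0.36 (fgsea adjusted p of 0.0474, fry 0.733).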

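In the aging comparisons of the retina, 1648 genes passed the limits on LGI, 733 higher and 915 lower at 24 months, and 218 had an adjusted p below 0.05 from limma. That adjusted count was 831 with 1 surrogate variable and 22 without LGI 1-month replicate 2. For the interaction of diet and age, limma gave 0 genes with an adjusted p below 0.05 and 1527 with an unadjusted p below 0.05. DESeq2 gave 114 genes at an adjusted p below 0.05.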

Aging-related transcriptomic trends in the retina were distinct for LGI and HGI diet groups in PCA analysis (Figure S2A). Comparison of retinal transcriptomes from old and young animals group (Figure 1C) revealed substantially higher expression of the retinol dehydrogenase gene Rdh1 (1.6 logFC) and several complement factors in the LGI group (Figures S2B and S2C). 

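Rdh1 (ENSMUSG00000089789) was at 6.98 ± 0.669 CPM (SD, n = 4) in LGI 12-month retinas and 2.3 ± 0.29 CPM (SD, n = 4) in LGI 1-month retinas, without overlap. Its logFC was 1.60 (standard error 0.18, adjusted p of 0.000886 from limma). Gm28876 (logFC 3.62) and Agtr1a (2.47) had the next smallest p-values. Of the 19 genes of Figure S2C, 18 were higher with LGI aging, with a median logFC of 1.07 (fgsea adjusted p of 2.33e-06, fry 2.72e-05), 16 at an unadjusted p below 0.05 and 3 at an adjusted p below 0.05 over all genes. C4b had a logFC of 1.80 and A2m of 1.20. The paper shows the genes of Figure S2C for these same retinas, and how it chose them is not stated. The 10 genes at least 50 times higher in liver, Serpina1 paralogs and fibrinogen genes among them, had a median of 1.87, which was 0.88 after subtraction of estimated liver transcripts. In the other 9 the median was 0.66 before and after.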

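With LGI aging of the retina, 13 of 13 mitochondrially encoded genes were lower, with a median logFC of -0.49, 8 at an unadjusted p below 0.05 and 2 at an adjusted p below 0.05 from limma (fgsea adjusted p of 8.08e-05, fry 0.0649). Mean log2 CPM per retina differed by -0.54 (exact two-sided permutation test, p of 0.0286). With HGI aging 13 of 13 were higher, with a median of 0.26 and 0 at an unadjusted p below 0.05 (fgsea adjusted p of 0.000118, fry 0.318), and the mean differed by 0.27 (exact two-sided permutation test, p of 0.257). With LGI aging, nuclear OXPHOS subunit genes had a median of -0.067, with 58 of 81 lower. With HGI aging these nuclear genes had the same direction, with a median of -0.044 and 57 of 81 lower. Citric acid cycle genes had a median of -0.017 with LGI aging, with 9 lower and 9 higher (fgsea adjusted p of 0.975). Dlat (ENSMUSG00000000168) was at 67.3 ± 3.46 CPM (SD, n = 4) in LGI 12-month retinas and 85.1 ± 7.84 CPM (SD, n = 4) in LGI 1-month retinas, without overlap. The logFC of Dlat with LGI aging was -0.34 (standard error 0.09, adjusted p of 0.0726 from limma).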

In LGI aging, OXPHOS genes were underexpressed (Table S3) along with TCA enzymes and associated factors such as *Dlat* (−0.33 logFC). GSEA analysis of LGI aging comparisons revealed downregulation of calcium signaling pathways with calmodulin genes featured in the leading edge (Table S3). Retinal aging in the HGI group was notable because of dysregulated expression of 303 genes including differential expression of *Rdh1* (1.66 logFC), complement genes, and *Rgr* (1.5 logFC) (Figures S2C, S2D, and Table S3). 

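The deposited counts gave 623 genes past the limits with HGI aging of the retina, 421 higher and 202 lower at 24 months, and 34 at an adjusted p below 0.05 from limma. With genes of low expression kept 1511 passed, and with a fold change of at least 1.5, chosen after the values were seen, 301. Rdh1 was at 7.15 ± 1.39 CPM (SD, n = 4) in HGI 12-month retinas and 2.27 ± 0.418 CPM (SD, n = 4) in HGI 1-month retinas (logFC 1.64, standard error 0.17). Rgr (ENSMUSG00000021804) was at 133 ± 55.7 CPM (SD, n = 4) in HGI 12-month retinas and 44.4 ± 10.5 CPM (SD, n = 4) in HGI 1-month retinas (logFC 1.51, standard error 0.33). Neither gene overlapped between the ages. Adjusted p-values from limma were 0.000409 for Rdh1, 0.108 for Rgr and 0.000557 for Col4a3 (logFC 0.99). Agtr1a had a logFC of 2.85.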

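With LGI and HGI aging, 206 retinal genes passed the limits in the same direction, 163 higher and 43 lower at 24 months, and 10 in opposite directions. Without the limit on low expression 284 were shared, and with a fold change of at least 1.5, chosen after the values were seen, 108. Of the genes past the limits with HGI aging, 79.5% had the same sign with LGI aging, and 54% of those past them with LGI aging had the same sign with HGI aging.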

As many as 111 DEGs had analogous expression trends in HGI and LGI aging comparisons, suggesting their diet-independent role in retinal aging (Figure S2E). Similar to LGI, several complement factor genes show higher expression with age in the retina of HGI-fed animals (Figure S2C). 

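With HGI aging, 18 of the 19 genes of Figure S2C were higher, with a median logFC of 0.88 (fgsea adjusted p of 5.22e-11, fry 0.00046), 9 at an unadjusted p below 0.05 and 2 at an adjusted p below 0.05 over all genes. C4b had a logFC of 1.58 and A2m of 1.22. Genes at least 50 times higher in liver had a median of 0.98, with 2 past the limits, and the others of 0.82, with 7 past them.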

GSEA analysis using KEGG and Reactome databases revealed overlapping pathways mapping for overexpressed genes from LGI and HGI aging comparisons. Aging-related underexpressed genes in retina of LGI- and HGI-fed animals mapped to distinct pathways (Figure S2F). 

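Respiratory electron transport genes had a median logFC of -0.086 with LGI aging of the retina, with 55 of 75 lower (fgsea adjusted p of 0.00111, fry 0.208). With HGI aging the median was -0.031, with 45 lower (fgsea adjusted p of 0.965), and its sign changed in 3 of the 8 fits that left out 1 retina. For the interaction, the median was 0.068, with 49 genes higher (fgsea adjusted p of 0.0101, fry 0.568).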

The respiratory electron transport pathway (in Reactome pathway database; https://reactome.org/userguide/pathway-browser) was only impacted in LGI aging, whereas extracellular matrix reorganization was affected by HGI aging. Given the link of advanced age with retinal diseases, we checked expression levels of retina disease genes (RetNet, https://sph.uth.edu/RetNet/) and detected 10 DEGs in 24-mon-old retinas, mostly within the HGI group (Figure S2G).

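Of the 10 genes of Figure S2G, 8 passed the limits upward with HGI aging (median logFC of the list 0.81). With LGI aging, 5 passed upward and 2 downward (median 0.67). LogFC with HGI aging was 1.57 for Rpe65 and 1.43 for Lrat. With LGI aging, Neurod1 (-1.02) and mt-Atp6 (-1.14) were lower, against -0.017 and 0.38 with HGI aging. An unadjusted p below 0.05 for the interaction of diet and age was found in 2 of these genes, and the study chose the list on these retinas. A list of 15 tested retinal pigment epithelium and melanocyte genes shares genes with Figure S2G. Its median was 0.79 with HGI aging (fgsea adjusted p of 0.000138, fry 0.0574). With LGI aging the median was 0.54, with 11 genes higher (fgsea adjusted p of 0.0577, fry 0.41). Between diets after 12 months it was 0.52, with 15 higher in HGI (fgsea adjusted p of 1.74e-08, fry 0.376). How much pigment epithelium each retina sample held was not tested. A change within neural retina is therefore not shown for the genes of this list.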

## Discussion

Preventative strategies based on lifestyle modifications are essential tools for managing and alleviating non-communicable diseases (NCDs), such as AMD. Healthy diets appear to offer opportunities in global efforts to limit health burdens imposed by obesity and diabetes, among other NCDs, that have reached epidemic proportions.^1^ Decades of research characterizing health impacts of typical dietary fats and high-fat diets have led to guidelines and policy changes to avert NCDs.^34^ Dietary glycemic exposure directly influences postprandial blood glucose and is key for controlling risks for metabolic diseases related to hyperglycemia.^35^^,^^36^ Data on GI of food items can help in controlling dietary glycemic exposure. Here, we report the responses of two metabolically and developmentally different tissues—the liver and the retina—to high and low GI diets for short or prolonged periods, and at different ages. Our transcriptome-wide analysis revealed dietary GI-associated shifts in metabolic pathways in both the liver and the retina, and inflammation processes upon short- and long-term HGI feeding in the liver. Hepatic fatty acid profiles matched transcriptomic findings and revealed correspondent changes in saturated and unsaturated fatty acid abundances linked to glycemic exposure. Moreover, we noted diet-aging interaction influencing tissue-specific aging in both tissues. 

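The interaction was tested for every gene in the same fits. Its smallest adjusted p from limma was 0.549 in liver and 0.293 in retina. The genes at an unadjusted p below 0.05 were 3.99% of those tested in liver and 10.1% in retina. DESeq2 gave 5 genes in liver and 114 in retina at an adjusted p below 0.05.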

Our data detail tissue-specific and length of exposure-dependent adaptations to dietary glycemic exposure that may be helpful toward mitigation strategies for better health.

The liver functions at the crossroads of the endocrine and gastrointestinal systems. It performs vital metabolic regulation including glycemic control by modulating glycolysis/gluconeogenesis and cholesterol metabolism.^11^^,^^21^ In comparison with prior experiments, using plasma and urine, demonstrating transitions from sugar to lipid metabolism in older mice on prolonged HGI diets, here we observe a rapid shift in fatty acid and carbohydrate metabolism processes as early as 1-mon of HGI feeding. Overexpressing genes *Rela* (component of the NF-κB machinery) and *Gpi1* indicate hepatic inflammation and altered metabolic state.^37^^,^^38^^,^^39^ Pathway changes in short-term HGI-fed diet suggest hepatic distress that potentially triggers *ApoA4* expression for its hepatoprotective effects.^40^ ApoA4 is reported to counter diet-induced hepatic steatosis,^41^ and its immediate activity in livers of HGI fed-animals indicates detrimental effects even in short-term exposures. Lower expression of cholesterol 7α-hydrolase (*Cyp7a1*), which constitutes a rate-limiting step of bile acid synthesis from cholesterol, is consistent with cholesterol accumulation under short-term HGI feeding.^42^

Long-term HGI feeding enhanced transcriptomic dysregulation in fatty acid metabolism and inflammation pathways. Elevated expression of fatty acid elongase-5 (*Elovl5*) and its transcriptional regulator sterol regulatory element binding transcription factor 1 (*Srebf1*) was pronounced in livers of long-term HGI-treated animals. *Srebf1* is induced by insulin and in turn activates *Elovl5* to increase biosynthesis of unsaturated fatty acids or to redirect lipid abundance.^43^^,^^44^^,^^45^ Long-term HGI-induced activation of lipid biosynthesis genes may represent the liver’s adaptive mechanism for countering excess dietary glucose by increasing conversion of glucose to fatty acids.^21^^,^^46^ Shifts in liver fatty acid composition substantiate transcriptomic findings and show significantly increased MUFAs and lower levels of PUFAs with HGI diet. These changes in hepatic fatty acid content largely resemble fatty acid changes seen in non-alcoholic fatty liver disease^47^ and agree with previous reports of hepatic steatosis in animals fed with HGI diets.^48^ Interestingly, many significant genes for fatty acid metabolism and inflammation pathways were also observed to be significant in mice fed a high-fat diet.^49^ Unlike the high-fat diet, which has significantly increased calories per gram, our HGI diet was isocaloric to the LGI diet, implying that rapid release from dietary sources of sugar into the bloodstream and tissues alone is enough to alter hepatic transcriptome, lipid composition, and systemic cholesterol levels. The diet regimens employed in this study captures the importance of carbohydrate quality in maintenance of health; however, it does not recapitulate the full extent and heterogeneity of the Western diet, which also contains excessive saturated fats and other food additives, a subject for future studies.

Phototransduction is an energetically demanding process making the retina a highly metabolic organ.^50^ Glucose metabolism is essential for retinal homeostasis, and there are distinct metabolic requirements making it vulnerable to improper metabolite supply.^23^^,^^51^ Links between dietary glycemic exposure and diseases including AMD and diabetic retinopathy emphasize the metabolic vulnerability of the retina.^6^^,^^31^ Our diet experiments showed retinal response to dietary GI depended on duration of feeding. As in case of the liver, HGI diet was linked with metabolic changes in the retina. An interesting HGI-linked trend was noted in gene expression of retinal mitochondrial genes. Genes coding for subunits of the electron transport chain were distinctly overexpressed in retinas of long-term HGI animals and showed reduced expression in short-term diet treatment. Mitochondria have significant influence on retinal health, disease, and aging,^52^^,^^53^ and its response to dietary glycemic exposure warrants further investigation. Retinal adjustment to diet solicits lifestyle mitigation strategies for vision disorders.

Our study design has strengths and weaknesses. The key strengths are the use of individually housed animals and well-defined macronutrient-matched diets that lead to well characterized phenotypic outcomes and clear contrasts between diet, tissue, age, and exposure time. The limitations include the use of male mice only, two different cohorts of mice, and use of a diet based on the AIN-93G semipurified diet and not chow-based diets. Future investigations will evaluate the impact of diet and aging in genetic disease models and in multiple tissues with both males and females by adding high-throughput proteome and metabolome assays to complement the initial transcriptome focus. In summary, this study elucidates molecular mechanisms underlying tissue-specific adaptation to dietary GI and helps identify pathogenic links of HGI diets in the liver and retina. It will be of interest to extend this study design to other tissue systems and diets to uncover the network of diet- and nutrition-dependent adaptations, especially with aging in combination with additional “omics” assays.

### Limitations of the study

Despite the rigor employed, this study has a few limitations. By focusing on male animals only, we miss on whether and how sex may influence response to diet. A diet study such as this should ideally include mice derived from a single cohort with treatments starting at the same time. Finally, in addition to transcriptome and lipid landscapes, characterizing the epigenomic and protein as well as metabolite profiles will provide comprehensive insights into time-dependent and tissue-specific adaptations to diet.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Critical commercial assays**		

AllPrep DNA/RNA Micro Kit	Qiagen	Cat# 80284
TruSeq Stranded mRNA Sample Prep Kit	Illumina	Cat# 20020595
RNA Screentape	Agilent Technologies	Part# 5067-5576
Methanol	MilliporeSigma	Cat# 179337
Hexane	MilliporeSigma	Cat# 32293
acetyl chloride	MilliporeSigma	Cat# 00990
FAME reference standard	Nu-Chek Prep	Cat# GLC462
Gas Chromatograph	Shimadzu Scientific Instruments	Cat# Nexis GC-2030
SLB®-IL111 Capillary GC Column	MilliporeSigma	Cat# 28927-U
Cholesterol assay	Olympus	AU480 Procedural Insert (OSR6116, OSR6216)
Triglycerides assay	Olympus	AU400 Procedural Insert (OSR6033, OSR6133)
HDL-cholesterol assay	Olympus	AU480 Procedural Insert (OSR6195, OSR6295)

**Deposited data**		

Raw and analyzed data	This paper	GEO: GSE243843

**Experimental models: Organisms/strains**		

Mouse: C57BL/6J, Male	The Jackson Laboratory	N/A

**Software and algorithms**		

kallisto	Ref.^54^	https://github.com/pachterlab/kallisto
tximport	Ref.^55^	https://bioconductor.org/packages/release/bioc/html/tximport.html
R version 4.2.0	The R project	https://www.r-project.org/
edgeR	Ref.^56^	https://bioconductor.org/packages/release/bioc/html/edgeR.html
limma	Ref.^57^	https://bioconductor.org/packages/release/bioc/html/limma.html
gProfiler	Ref.^58^	https://biit.cs.ut.ee/gprofiler/gost
tidyverse	N/A	https://www.tidyverse.org/
pheatmap	Raivo Kolde	https://cran.r-project.org/web/packages/pheatmap/index.html

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to the lead contact, Anand Swaroop (). This study did not generate new unique reagents or code.

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• Data: Sequencing data have been deposited at NCBI GEO (GSE243843) and are publicly available as of the date of publication. Accession numbers are also listed in the key resources table.
• Code: This paper does not report any original code.
• Any additional information necessary to reproduce results or reanalyze the data presented in this study will be made available upon request to the lead contact.

### Experimental model and study participant details

All animal work was performed at the Tufts University Human Nutrition Research Center on Aging (HNRCA) and approved by the Tufts University Institutional Animal Care and Use Committee (IACUC) in accordance with the Statement for the Use of Animals in Ophthalmic and Vision Research of the Association for Research in Vision and Ophthalmology. Male C57BL/6J mice at either 6- or 10- months of age were obtained from the aging colony at the Jackson Laboratory at (Bar Harbor, ME). Mice were individually housed and maintained on a 12 h/12 h light/dark cycle (7:7) at 24°C and 40% humidity.

### Method details

#### Experiment design

Animals were split into a total of four treatment groups (n = 4), per age and per diet. Low (LGI) and high glycemic index (HGI) diets were isocaloric with identical macronutrient compositions, while only varying dietary starch composition (Figure 1 and Table S1). The macronutrient composition of our diets is based on the AIN-93G semipurified diet. The LGI diet consisted of 70% amylose and 30% amylopectin (Hylon VII starch, Ingredion Inc., Bridgewater, NJ), and the HGI diet consisted of 100% amylopectin (Amioca starch, Ingredion Inc., Bridgewater, NJ). Diets were formulated by Bio-Serv (Frenchtown, NJ). Mice were pair-fed to ensure equal consumption in both HGI and LGI diet groups. 6-month-old mice were aged on experimental diets for a duration of one month until reaching 7-month-old of age. 10-month-old mice were fed a standard chow diet (Teklad 7012, Harlan Laboratories, Madison, WI) *ad libitum* for a duration of 2 months until 12-month-old of age. 12-month-old mice were then aged for twelve months on experimental diets, reaching 24-month-old. Mice were weighed on a weekly basis throughout the course of the study. At the end of each treatment, mice were fasted at 8 a.m. for 6 h and euthanized at approximately the same time of day, 2 p.m.–4 p.m. Whole blood was collected via cardiac puncture into tubes containing EDTA (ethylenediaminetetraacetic acid) at the time of euthanasia and all tissues were collected. Blood was centrifuged at 2000 x g for 10 min. Supernatant was collected, aliquoted, and stored at −80°C. Plasma lipids were evaluated via clinical chemistry analyzer (BeckmanCoulter, Brea, CA) by the Nutrition Evaluation Laboratory at the HNRCA.

#### RNA isolation and sequencing

Total RNA was isolated from samples using a RNeasy Mini Kit according to the manufacturer’s instructions (Qiagen, Hilden, Germany). Briefly, 100mg of liver tissue or whole retinas were homogenized and RNA-seq libraries prepared using a TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA) as previously described.^59^^,^^60^ Libraries were pair-end sequenced to 101 bases on an Illumina HiSeq 2500 system. All RNA-seq samples selected for downstream analysis had a sequencing depth greater than 10 million reads.

#### Fatty acid composition analysis

Hepatic lipids were extracted by homogenizing tissues samples in a methanol/hexane solution (4:1 v/v) with butylated hydroxytoluene as an antioxidant as described previously.^61^ Fatty acids were converted to fatty acid methyl esters (FAME) by reaction with acetyl chloride at 100°C for 1 h and the resulting FAME separation was performed by gas chromatography on a Shimadzu GC2030 (Shimadzu Scientific Instruments, Columbia, MD) equipped with a flame ionization detector (FID) and a fused-silica capillary SLB-IL111 column (30 m × 0.25 mm, φ0.2 μm; Sigma Aldrich). Helium was used as carrier gas. Peaks were identified by comparison to retention times of a reference mixture (Nu-Chek Prep. Inc., Elysian MN). Data were presented as relative percentages of total fatty acids (% wt). Graphing and statistical testing using multiple two-sided t tests were performed using Graphpad Prism 9 for Windows (Graphpad Software, La Jolla, California USA).

#### Blood metabolomics

Plasma lipids were profiled using a Shimadzu Nexera X2 U-HPLC (Shimadzu Corp.; Marlborough, MA). Lipids were extracted from plasma (10 μL) using 190 μL of isopropanol containing 1,2-didodecanoyl-*sn*-glycero-3-phosphocholine (Avanti Polar Lipids; Alabaster, AL). After centrifugation, supernatants were injected directly onto a 100 × 2.1 mm, 1.7 μm ACQUITY BEH C8 column (Waters; Milford, MA). The column was eluted isocratically with 80% mobile phase A (95:5:0.1 v/v/vol 10mM ammonium acetate/methanol/formic acid) for 1 min followed by a linear gradient to 80% mobile-phase B (99.9:0.1 v/v methanol/formic acid) over 2 min, a linear gradient to 100% mobile phase B over 7 min, then 3 min at 100% mobile-phase B. MS analyses were carried out using electrospray ionization in the positive ion mode using full scan analysis over 200–1100 m/z at 70,000 resolution and 3 Hz data acquisition rate. Other MS settings were: sheath gas 50, in source CID 5 eV, sweep gas 5, spray voltage 3 kV, capillary temperature 300°C, S-lens RF 60, heater temperature 300°C, microscans 1, automatic gain control target 1e6, and maximum ion time 100 ms. Lipid identities were denoted by total acyl carbon number and total number of double bond number.

### Quantification and statistical analysis

#### Sequencing data analyses

Raw fastq files from the Illumina HiSeq 2500 System were quality checked and processed following standard parameters.^59^ Briefly, reads were aligned to the v104 *Mus musculus* Ensembl gene annotation. Gene counts matrices were normalized and expressed in counts per million (CPM) using the edgeR package from Bioconductor.^62^ To remove lowly expressed genes, a filter was used to select for genes with an average expression of greater than 1 CPM in any experimental group. To account for index hopping arising from sequencing liver and retina samples on the same lane, 29 highly expressed retinal genes, which comprised the highest loading score values from principal component analysis, were removed from the liver samples.

Differential expression analysis comparing HGI relative to LGI groups was conducted using the voom function on the normalized, filtered counts and fitted to a linear model with the limma Bioconductor package.^57^ A threshold criteria of p value of <0.05 with an absolute fold change of ≥1.5 for liver comparisons and ≥1.25 for retina comparisons were used to define genes as differentially expressed. Pathway enrichment of differentially expressed genes was conducted using the gprofiler2 (v0.2.0) package.^63^^,^^58^ KEGG, Reactome, and GO:BP gene sets were used for pathway enrichment of differentially regulated genes in the liver. Gene set enrichment analysis (GSEA) was performed using the fgsea (v1.18.0) package, with genes ranked by log_2_ fold change.^64^ KEGG gene sets from gprofiler2 were used for visualizing enrichment curves using custom scripts for retina comparisons. Additional R packages included ggplot2, PCAtools, ggpubr, and pheatmap.

#### Miscellaneous statistical analysis and data visualization

Unless otherwise specified, the R programming environment and tidyverse packages were used for analysis and visualization.

# Supplementary material for: Selective transcriptomic dysregulation of metabolic pathways in liver and retina by short- and long-term dietary hyperglycemia
**Source:** iScience. 2024 Jan 19;27(2):108979. doi: 10.1016/j.isci.2024.108979
**Supplement:** Document S1. Figures S1 and S2 and Tables S1, S4, and S5

## **Supplemental information**

### **Selective transcriptomic dysregulation of metabolic pathways in liver and retina by short- and long-term dietary hyperglycemia**

**Anupam K. Mondal, Daniel C. Brock, Sheldon Rowan, Zhi-Hong Yang, Krishna Vamsi Rojulpote, Kelsey M. Smith, Sarah G. Francisco, Eloy Bejarano, Milton A. English, Amy Deik, Sarah Jeanfavre, Clary B. Clish, Alan T. Remaley, Allen Taylor, and Anand Swaroop**

# Figure S1

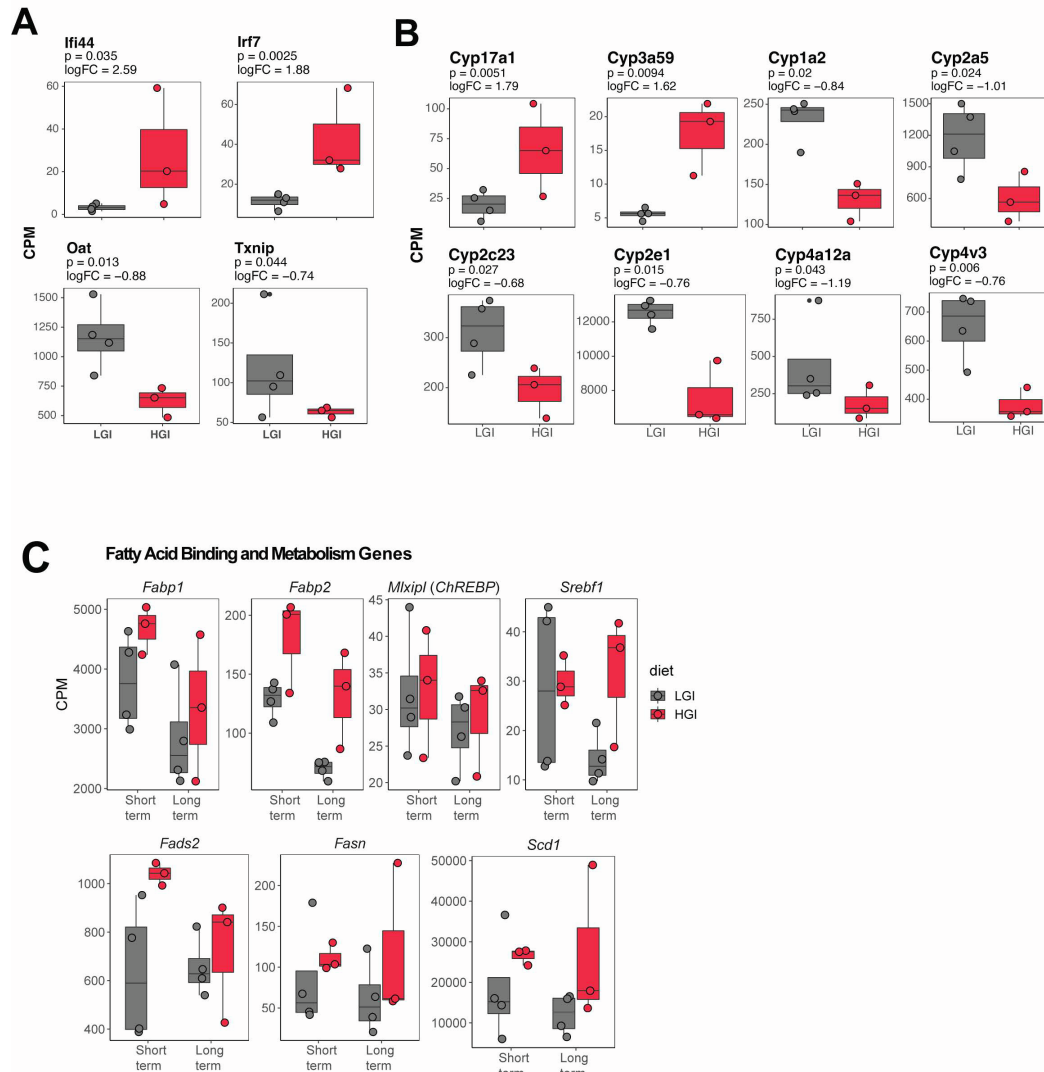

**Figure S1. Hepatic adaptation to long-term HGI feeding involves realignment of inflammation and metabolic regulators (Related to Figure 2 and Figure 3).**

- (A) Inflammation and metabolic associated DEGs affected by long-term HGI diet.
- (B) Several cytochrome P450 enzymes that play essential roles in liver metabolism are significantly dysregulated upon chronic HGI treatment.
- (C) Expression of genes encoding regulators of fatty acid binding and metabolism.

Figure S2

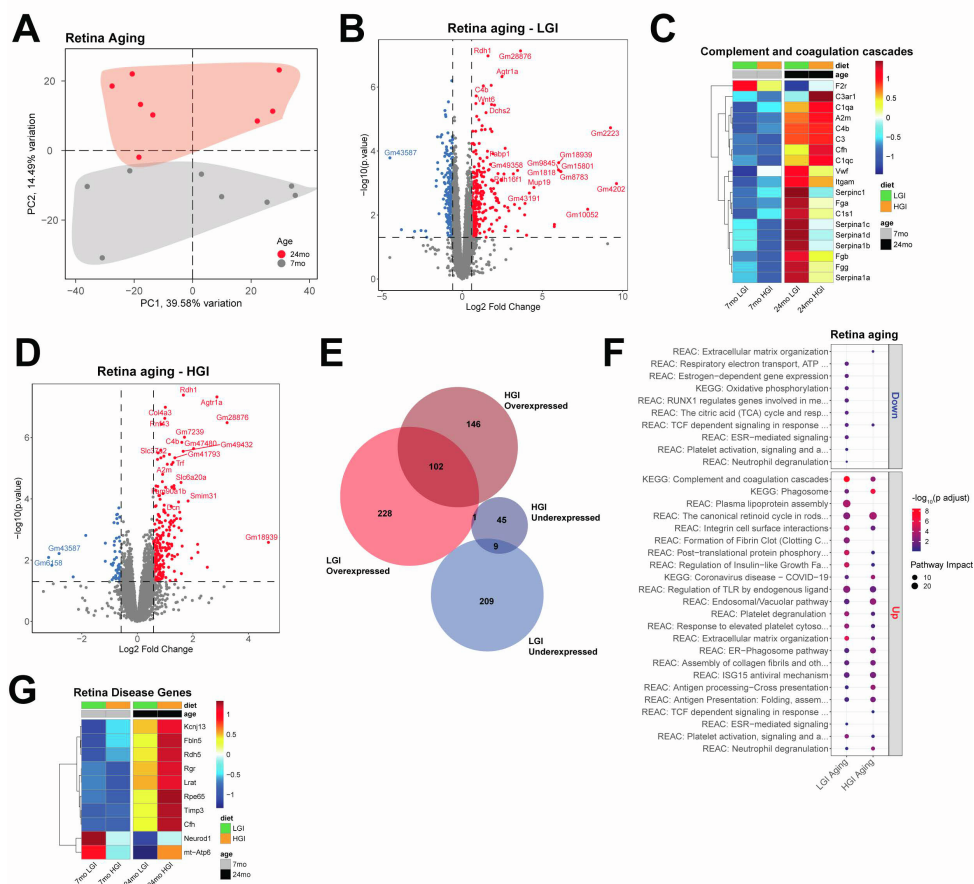

Figure S2. Retinal diet-aging interaction impacts oxidative phosphorylation and complement pathways (Related to Figure 7).

- (A) Principal component analysis displays clustering of aging retina transcriptomes in both LGI and HGI groups.
- (B) Volcano plot of aging linked retinal DEGs in the LGI group.
- (C) Heatmap of complement and coagulation cascade related genes in retinas of LGI and HGI animals.
- (D) Volcano plot of aging linked retinal DEGs in the HGI group.
- (E) Venn diagram showing overlap among retinal aging genes in the two GI treatments.
- (F) Pathway analysis of retinal DEGs in aging comparisons of LGI and HGI groups.
- (G) Transcriptomic trends of retinal disease genes that are significantly differentially expressed with respect to aging and GI treatments.

**Table S1. Composition of high glycemic (HGI) and low glycemic (LGI) index diets (Related to Figure 1).**

|                                    | HGI diet | LGI diet |
|------------------------------------|----------|----------|
| <b><i>Composition (% kcal)</i></b> |          |          |
| Carbohydrate                       | 65       | 65       |
| Protein                            | 21       | 21       |
| Fat                                | 14       | 14       |
| <b><i>Ingredients (g/kg)</i></b>   |          |          |
| Amioca starch                      | 542      | 0        |
| Hylon VII starch                   | 0        | 542      |
| Casein                             | 200      | 200      |
| Sucrose                            | 85       | 85       |
| Soybean oil                        | 56       | 56       |
| Wheat bran                         | 50       | 50       |
| DL-Methionine                      | 2        | 2        |
| Vitamin mix                        | 10       | 10       |
| Mineral mix                        | 35       | 35       |

**Table S4. Abundance of total cholesterol, HDL and triglycerides in blood samples of long-term HGI and LGI fed animals (Related to Figure 6).**

| Mouse ID  | Treatment | Cholesterol | HDL      | Triglycerides | LDL      |
|-----------|-----------|-------------|----------|---------------|----------|
| <b>1</b>  | HGI       | 132         | 66       | 42            | 57.6     |
| <b>2</b>  | HGI       | 170         | 78       | 42            | 83.6     |
| <b>3</b>  | HGI       | 182         | 76       | 44            | 97.2     |
| <b>4</b>  | HGI       | 126         | 60       | 36            | 58.8     |
| <b>7</b>  | HGI       | 108         | 62       | 28            | 40.4     |
| <b>9</b>  | HGI       | 110         | 60       | 26            | 44.8     |
| <b>12</b> | HGI       | 152         | 70       | 38            | 74.4     |
| <b>13</b> | HGI       | 96          | 48       | 28            | 42.4     |
| <b>17</b> | LGI       | 88          | 52       | 36            | 28.8     |
| <b>19</b> | LGI       | 98          | 56       | 50            | 32       |
| <b>25</b> | LGI       | 96          |          | 38            |          |
| <b>26</b> | LGI       | 78          | 42       | 42            | 27.6     |
| <b>29</b> | LGI       | 72          | 44       | 30            | 22       |
| <b>30</b> | LGI       | 82          | 52       | 36            | 22.8     |
| <b>31</b> | LGI       | 92          | 54       | 38            | 30.4     |
| <b>32</b> | LGI       | 82          | 46       | 44            | 27.2     |
|           |           |             |          |               |          |
|           | T-test    | 0.000794    | 0.002437 | 0.27924       | 0.000737 |

**Table S5. Differentially abundant plasma metabolites of long-term HGI vs LGI fed mice (Related to Figure 6).**

| HMDB_ID     | HMDB_ID_<br>specificity<br>(1=match;<br>2=representative) | Metabolite             | FC      | log2 FC  | p.adjusted | Column |
|-------------|-----------------------------------------------------------|------------------------|---------|----------|------------|--------|
| HMDB0010404 | 1                                                         | LPC 22:6               | 1.9173  | 0.93911  | 0.00012058 | C8     |
| HMDB0008048 | 2                                                         | PC 38:4                | 1.5627  | 0.64408  | 0.0007212  | C8     |
| HMDB0010393 | 2                                                         | LPC 20:3               | 2.2023  | 1.139    | 0.00077091 | C8     |
| HMDB0010401 | 1                                                         | LPC 22:4               | 1.978   | 0.98405  | 0.00077091 | C8     |
| HMDB0008057 | 2                                                         | PC 40:6                | 1.7186  | 0.7812   | 0.00077091 | C8     |
| HMDB0006736 | 2                                                         | CE 20:3                | 1.5102  | 0.59471  | 0.00089723 | C8     |
| HMDB0010395 | 1                                                         | LPC 20:4               | 1.7061  | 0.7707   | 0.0017019  | C8     |
| HMDB0008928 | 2                                                         | PE 34:2                | 0.28199 | -1.8263  | 0.0019008  | C8     |
| HMDB0008047 | 2                                                         | PC 38:3                | 1.94    | 0.95609  | 0.0028241  | C8     |
| HMDB0005391 | 2                                                         | TG 54:6                | 0.52497 | -0.92969 | 0.005014   | C8     |
| HMDB0007248 | 2                                                         | DG 36:4                | 0.21964 | -2.1868  | 0.005217   | C8     |
| HMDB0008036 | 2                                                         | PC 36:0                | 2.0115  | 1.0083   | 0.005217   | C8     |
| HMDB0010391 | 1                                                         | LPC 20:1               | 1.777   | 0.82943  | 0.005217   | C8     |
| HMDB0010384 | 1                                                         | LPC 18:0               | 1.5563  | 0.63809  | 0.005217   | C8     |
| HMDB0007870 | 2                                                         | PC 30:1                | 1.5403  | 0.62325  | 0.005217   | C8     |
| HMDB0042789 | 2                                                         | TG 48:5                | 0.20436 | -2.2908  | 0.0060143  | C8     |
| HMDB0008994 | 2                                                         | PE 36:2                | 0.44944 | -1.1538  | 0.0060143  | C8     |
| HMDB0010392 | 1                                                         | LPC 20:2               | 1.5977  | 0.676    | 0.0066356  | C8     |
| HMDB0008270 | 2                                                         | PC 38:2                | 1.5495  | 0.63184  | 0.0066356  | C8     |
| HMDB0001893 | 1                                                         | alpha-Tocopherol       | 1.7498  | 0.80715  | 0.0067063  | C8     |
| HMDB0011241 | 2                                                         | PC P-36:0 or PC O-36:1 | 1.6811  | 0.7494   | 0.0070942  | C8     |
| HMDB0005363 | 2                                                         | TG 52:4                | 0.42778 | -1.2251  | 0.0090591  | C8     |
| HMDB0010497 | 2                                                         | TG 50:6                | 0.34206 | -1.5477  | 0.010134   | C8     |
| HMDB0042548 | 2                                                         | TG 46:4                | 0.11825 | -3.0801  | 0.012234   | C8     |

|             |   |                 |         |          |          |    |
|-------------|---|-----------------|---------|----------|----------|----|
| HMDB0006731 | 1 | CE 20:5         | 1.5254  | 0.60923  | 0.012234 | C8 |
| HMDB0005447 | 2 | TG 54:7         | 0.60078 | -0.7351  | 0.01673  | C8 |
| HMDB0010517 | 2 | TG 52:7         | 0.44856 | -1.1566  | 0.019888 | C8 |
| HMDB0042811 | 2 | TG 48:4         | 0.37734 | -1.406   | 0.023132 | C8 |
| HMDB0005380 | 2 | TG 52:5         | 0.52181 | -0.93841 | 0.023269 | C8 |
| HMDB0008038 | 2 | PC 36:1         | 1.702   | 0.76725  | 0.027221 | C8 |
| HMDB0009060 | 2 | PE 36:3         | 0.55382 | -0.8525  | 0.027246 | C8 |
| HMDB0005392 | 2 | TG 56:8         | 0.62665 | -0.67428 | 0.028054 | C8 |
| HMDB0007103 | 2 | DG 34:2         | 0.33022 | -1.5985  | 0.031328 | C8 |
| HMDB0010498 | 2 | TG 54:9         | 0.43841 | -1.1896  | 0.031328 | C8 |
| HMDB0042751 | 2 | TG 46:3         | 0.36555 | -1.4519  | 0.033277 | C8 |
| HMDB0005436 | 2 | TG 52:6         | 0.53192 | -0.91072 | 0.033277 | C8 |
| HMDB0002815 | 2 | LPC 18:1        | 1.595   | 0.67354  | 0.036591 | C8 |
| HMDB0012097 | 1 | SM 18:1;O2/14:0 | 1.5153  | 0.59964  | 0.042106 | C8 |
| HMDB0010471 | 2 | TG 50:5         | 0.50908 | -0.97404 | 0.04255  | C8 |
| HMDB0007098 | 2 | DG 32:0         | 0.47406 | -1.0768  | 0.048165 | C8 |
| HMDB0005410 | 2 | TG 56:3         | 2.0185  | 1.0133   | 0.048165 | C8 |
| HMDB0007132 | 2 | DG 34:3         | 0.18632 | -2.4242  | 0.062545 | C8 |
| HMDB0042104 | 2 | TG 51:1         | 0.49863 | -1.004   | 0.067745 | C8 |
| HMDB0010513 | 2 | TG 56:10        | 0.49326 | -1.0196  | 0.078346 | C8 |
| HMDB0011706 | 2 | TG 49:2         | 0.18173 | -2.4601  | 0.078417 | C8 |
| HMDB0010518 | 2 | TG 54:8         | 0.64366 | -0.63562 | 0.078417 | C8 |
| HMDB0005405 | 2 | TG 54:3         | 1.5814  | 0.66119  | 0.081846 | C8 |
| HMDB0005403 | 2 | TG 54:2         | 1.7343  | 0.79431  | 0.082694 | C8 |
| HMDB0005476 | 2 | TG 58:10        | 0.60209 | -0.73195 | 0.082694 | C8 |
| HMDB0005448 | 2 | TG 56:9         | 0.66208 | -0.59493 | 0.082694 | C8 |
| HMDB0006729 | 2 | CE 22:4         | 1.6614  | 0.73241  | 0.098893 | C8 |

How the deposited data were processed for this re-analysis (not part of the article)

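Liver and retinal RNA-seq of male C57BL/6J mice fed HGI or LGI diets was used: 14 livers (4 LGI and 3 HGI at each length of feeding) and 16 retinas (4 per group). Groups were read from the sample labels, and the replicate numbers in the labels are all different, so no samples were paired. Per the paper's methods and key resources table, the authors quantified reads with kallisto and tximport on the Ensembl v104 mouse annotation and deposited estimated counts per gene and per transcript, not rounded and not normalized. The authors also deposited a table of normalized signal for the genes that passed their expression filter, in which each column is the gene counts times a constant for that sample, as tested on the deposited values. Its column sums ranged from 864104 to 1326473 in liver and from 941704 to 1087566 in retina, so that its values are not plain CPM.

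Gene counts were rounded and fitted with limma 3.58.1 (voom) and edgeR 4.0.16 TMM factors in R 4.3.3, with a single model of group means per tissue. Liver genes averaged over 1 CPM in at least 1 group and were in the authors' normalized table, which took out 231 genes. The paper's methods state that 29 retinal genes were removed from liver. Retinal genes averaged over 1 CPM in at least 1 group. Limits were the paper's, an unadjusted p below 0.05 from a two-sided moderated t with a fold change of at least 1.5 in liver and 1.25 in retina. Benjamini-Hochberg adjusted p-values over all genes tested are given beside them. Diets were compared within a length of feeding and ages within a diet, and their interaction was tested in the same model.

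Gene totals ranged from 11.3 to 44.9 M counts in liver and from 16.8 to 34.1 M in retina. Of the counts of the transcript tables, between 2.08% and 6.03% in liver and up to 3.07% in retina were not in the gene tables. This share was 5.15% to 6.03% in HGI 12-month and 3.34% to 5.08% in LGI 12-month livers, without overlap. In LGI 1-month livers it was 2.08% to 2.76%, and in HGI 1-month livers 2.33%, 2.83% and 6.02%. It thus differed along with diet at 12 months and with LGI aging, and its cause was not tested. At the smallest total, a gene at 1 CPM has 11.3 counts. The fits were tested on simulated data of these group sizes with 200 changed genes. Of these, limma found between 43% and 64% at an adjusted p below 0.05 and between 70% and 89.5% at the paper's limits. At an adjusted p below 0.05, edgeR found between 43.5% and 64.5% and DESeq2 between 52.5% and 74.5%. Genes not changed that reached an adjusted p below 0.05 numbered 3 to 4 with limma, 3 to 7 with edgeR and 13 to 30 with DESeq2. Simulated genes were drawn independently of each other, so the correlation between genes in real libraries was absent. Their counts past the limits are therefore no full measure of chance. The aging comparisons and the interaction were not simulated.

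Gene sets were tested with fgsea 1.28.0 on logFC, as in the paper's methods, and with limma's fry. Reactome sets of 10 to 500 tested genes came with the fgsea package. KEGG sets were not used here. Lists written before the data were examined held mitochondrially encoded genes, nuclear OXPHOS subunits, genes of Figures 3D, S2C and S2G, Elovl and Scd, Fabp, cytochrome P450 and PPAR pathway genes, regulators of mitochondrial biogenesis and mitophagy, interferon-induced, B and plasma cell, retinal pigment epithelium, photoreceptor, liver-abundant and lens genes. Lists of leukocyte genes, of further lens genes and of clock genes were added later. Lists needed at least 5 tested genes. Adjusted p-values of single sets and lists are over the sets and lists named for that tissue in a comparison. Counts of Reactome sets at an adjusted p are over all Reactome sets tested, so a named set need not be among them. Mean list levels per library were compared with exact two-sided permutation tests, chosen after the values were seen. Separation of the groups was tested by permutation of labels on Euclidean distances of log2 CPM (PERMANOVA).

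Named genes were every gene whose RNA expression the paper reports in text or a panel of single genes, in the comparison the paper gives. To these were added per comparison up to 3 genes with the smallest unadjusted p among those past the limits whose groups did not overlap. Further genes of the lists were chosen after their values were seen. Alternatives set before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0, DESeq2-style size factors, no limit on low expression, a fit on the 2 groups compared, 1 surrogate variable (sva 3.50.0), leaving out each library in turn, fgsea ranked by the moderated t, and fry. For the separation of groups they also held the 500 genes with the largest variance. Genes of the authors' normalized tables and a fold change of at least 1.5 in retina were added after the data were examined. Random steps used a fixed seed. Coordinates were not used, because the annotation at hand is of another release than the authors'. Gene length, GC content and pseudogene status were taken from it by gene identifier. Fatty acid profiles and plasma lipidomics were not analysed here. Extracellular matrix and interleukin-7 sets were not analysed here. Results that need some withheld genes are not reported here.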

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

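The tests of liver and lens transcripts in retina, of a surrogate variable and of the pseudogene share, the closer matches of length and GC content, and the splits for mitochondrially encoded genes and for the interaction were chosen only after the result was seen.

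In 12-month LGI livers, 5 named genes had 1 liver far from the other 3. Gap over range was 0.847 for Cyp1a2 (replicate 53 lowest at 185.9 CPM), 0.936 for Selenbp2 (replicate 54 highest at 23.02 CPM), 0.88 for Elovl3 (replicate 55 highest at 107.4 CPM), 0.835 for Ugt1a1 (replicate 54 lowest at 699.7 CPM) and 0.891 for Sort1 (replicate 54 highest at 5.921 CPM). Among 199 groups of 4 examined, 12 had such a library, where chance gives 10. No technical explanation was tested for these single livers. The design gives no difference between animals of a group, so no biological explanation was tested.

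In retina, 7 groups had such a library. Col4a3 was lowest in HGI 12-month replicate 20 (168.6 CPM, gap over range 0.946). Mean log2 levels of nuclear OXPHOS genes were highest in LGI 1-month replicate 1 (5.916, 0.936) and lowest in LGI 12-month replicate 24 (5.172, 0.972). Photoreceptor genes were highest in LGI 1-month replicate 1 (10.76, 0.88). Interferon-induced genes were highest in LGI 12-month replicate 24 (3.65, 0.897) and HGI 12-month replicate 19 (3.977, 0.843). Over the 16 retinas, the first principal component had a Pearson correlation of -0.845 with nuclear OXPHOS genes and of 0.808 with mitochondrially encoded genes. Within groups these were -0.926 and 0.862. With the share of counts on pseudogenes it was 0.311, and 0.635 within groups, which argues against that share as the whole of the component. RNA quality and sequencing batch are not given in the labels and stay open. No biological explanation was tested.

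Lens crystallins, which the paper does not analyse, summed to 81.96 CPM in LGI 1-month replicate 3, against 0.5669 CPM in HGI 1-month replicate 8. In HGI 1-month retinas, the lens list was highest in replicate 6 (3.476, gap over range 0.835). Of 8 further lens genes, 7 were highest in 1 of the 4 libraries with the most crystallin transcripts, where chance gives 2. Of the 11 genes of the first list, 5 passed the limit on expression in retina. An earlier test, the correlation of the further lens genes with crystallins (Pearson r of 0.375, permutation p of 0.15), had gone against lens tissue, although on ranks it had not (Spearman correlation of 0.532, permutation p of 0.036). Genes above 5 CPM in retina, such as Tdrd7 at a median of 391 CPM, were then left out. Lens tissue may therefore be in some dissected retinas, as a hypothesis, and the low levels of other libraries argue against it in every one. The design gives no biological explanation for crystallins in single libraries, and none was tested.

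Transcripts of 75 genes at least 1000 times higher in liver reached the equivalent of 0.158% of a retina library in LGI 12-month replicate 22. Of these genes 31 were tested, and 29 were lower in HGI after 12 months (median logFC -1.3), while the liver-abundant list had a median of -1.29 (1 of 35 splits as large). The log2 share differed by -1.42 between the diets after 12 months (exact two-sided permutation test, p of 0.0286), by 1.89 with LGI aging (exact permutation p of 0.0571) and by 0.9 with HGI aging (exact permutation p of 0.0286). Fabp1 (-2.35) and Apoa2 (-1.21) differed between 1 and 12 months in their diet effect by the test of interaction, and both are abundant in liver. Genes of liver moved together, as liver RNA or reads in retina libraries would have them, and this is a candidate explanation. Whether the share follows diet through the processing of samples is open, since the labels give no lanes, and with aging cohort stays open too. A dietary change of these genes in retina stays open, untested apart from this.

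The paper's methods name index hopping as a reason to remove retinal genes from liver. Of the genes past the limits in 1-month livers, 2.31% were at least 50 times higher in retina, against 1.66% of those tested, so retinal reads are unlikely to be the main source of that count. After 12 months 36 of 848 genes were (4.25%), 33 of them higher in HGI, so retinal reads may account for some of the 12-month count. The design gives no biological explanation.

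Mitochondrially encoded genes of the retina had a diet effect that may differ between 1 and 12 months, with a median interaction of 0.72. As large a median came from 2 of 100 relabelings, while fgsea gave an adjusted p of 1.89e-05 and fry 0.204. The nuclear genes nearest in length and GC content (medians of 1200 nt and 39.3%, against 784 nt and 37.1%) had a median of 0.09 for the 12-month diet effect, against 0.45 for the mitochondrial genes. Closer matches had medians from 0.07 to 0.1, which argues against such a bias as the whole cause. With 1 surrogate variable the 12-month median was 0.49, so the component that it removed was not the whole of it. The splits of the 12-month retinas gave a median as large in 2 of 35 and those of the 1-month retinas in 6 of 35, so at each single time chance stays open. Diet, cohort and RNA quality stay open as explanations.

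For named genes, the interaction of diet and length of feeding passed 0.05, adjusted over the named genes alone, in 3 of 49 in liver and 8 of 12 in retina. In liver these were Cyp3a59 (interaction 1.65 on the log2 scale), Gas7 (1.76) and Apol9a (1.27). In retina they were Dlat (0.39), Ccdc80 (-1.31), Il17d (1.38), Rbm3 (0.7), Tcte3 (1.75) and Col4a3 (0.53), beside Fabp1 and Apoa2. Most were named because their p was small in 1 of the comparisons on these same samples, so this is no independent evidence of an interaction. Over all genes 0 in liver and 0 in retina had an adjusted p below 0.05 from limma (5 and 114 with DESeq2). At an unadjusted p below 0.05 there were 460 and 1527, and 39 of 100 and 12 of 100 relabelings gave as many. Without 1 library these ran from 300 (HGI 1-month replicate 40) to 795 (LGI 12-month replicate 53) in liver and from 976 (HGI 12-month replicate 19) to 2787 (LGI 1-month replicate 1) in retina. Chance selection is therefore a possible explanation, beside a difference of diet effects with age, length of feeding or cohort. Reads shared with other Cyp3a genes were not tested for Cyp3a59.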

How the results depend on the processing

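Of the alternatives, the genes of the authors' normalized tables and the fold change of at least 1.5 in retina were chosen only after the result was seen, and the others before the data were examined. DESeq2-style size factors left all 139 results on their side of the threshold, and the authors' genes all 136 that could be computed. A count was taken as moved when it was over 1.5 times more or less. Unless the setting itself shows it, the cause was not tested.

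edgeR's quasi-likelihood test changed 1 named gene to an unadjusted p above 0.05 and 1 to one below it, and moved 0 of the counts. With DESeq2, the counts at an adjusted p below 0.05 were 4 in 1-month livers, 128 in 12-month livers, 391 in liver LGI aging, 94 in liver HGI aging, 5 in the liver interaction, 2 in 1-month retinas, 9 in 12-month retinas, 784 in retinal LGI aging, 105 in retinal HGI aging and 114 in the retinal interaction, and 1 named gene was weaker. In simulated counts with 200 changed genes, DESeq2 also gave 13 to 30 unchanged genes at that limit. A fit on the 2 groups compared, with fewer samples, gave 30 in liver LGI aging, 50 in retinal LGI aging and 20 in retinal HGI aging at an adjusted p below 0.05.

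With no limit on low expression more genes were tested. Past the paper's limits there were 895 in 1-month livers, 1681 in 12-month livers, 1774 in liver LGI aging, 1494 in liver HGI aging, 1066 in 1-month retinas, 1654 in 12-month retinas, 2727 in retinal LGI aging and 1511 in retinal HGI aging. At an adjusted p below 0.05 there were 4 in 12-month livers, 197 in liver LGI aging, 8 in liver HGI aging, 117 in retinal LGI aging and 1 in the retinal interaction. Shared genes numbered 325 between liver aging and 43 between retinal diet comparisons. The groups accounted for 26.9% of the distances in liver. Sets no longer past 0.05 had these medians (fgsea adjusted p): for 1-month livers, triglyceride biosynthesis 0.16 (0.565), fatty acid and ketone body metabolism 0.042 (0.703), fatty acid metabolism genes 0.21 (0.244) and PPAR pathway genes 0.17 (0.148). For 12-month livers, Fabp genes 0.89 (0.197) and cytochrome P450 genes -0.17 (0.177). For liver HGI aging, nuclear OXPHOS subunit genes -0.15 (0.59) and citric acid cycle -0.18 (0.25). For 1-month retinas, mitochondrially encoded genes -0.26 (0.212). Past it came respiratory electron transport -0.093 (0.0434) in 1-month livers. Among named genes, 1 was weaker and 2 stronger, and 3 of the further counts moved.

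A surrogate variable gave 1420 in 12-month retinas for genes past the limits, and at an adjusted p below 0.05 1 in 12-month livers, 22 in liver LGI aging, 831 in retinal LGI aging and 62 in retinal HGI aging. Shared genes were 59 between liver diet comparisons and 14 between retinal diet comparisons. Set medians whose sign or side changed (fgsea adjusted p) were, for 1-month livers, Fabp genes 0.52 (0.0454). For 12-month livers, respiratory electron transport -0.12 (0.0359) and PPAR pathway genes -0.015 (0.867). For 1-month retinas, mitochondrially encoded genes -0.098 (0.0954) and nuclear OXPHOS subunit genes -0.063 (0.00329). For 12-month retinas, nuclear OXPHOS subunit genes 0.021 (0.99). Fads2 in 12-month livers reversed to -0.071, and 3 other named genes were weaker. On the 500 genes with the largest variance, the groups accounted for 30.7% in retina.

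Ranking by the moderated t brought these sets past 0.05, with medians (fgsea adjusted p) that the ranking leaves as they are: for 1-month livers, gluconeogenesis 0.12 (0.0204) and respiratory electron transport -0.062 (0.00047). For 12-month livers, respiratory electron transport -0.078 (0.000203). limma's fry, which allows for correlation between genes and keeps the medians, took 20 of 37 sets above 0.05 (fry adjusted p): for 1-month livers, IL-3, IL-5 and GM-CSF signaling 0.099 (0.303), triglyceride biosynthesis 0.18 (0.449), fatty acid and ketone body metabolism 0.043 (0.449), cholesterol biosynthesis -0.21 (0.745), fatty acid metabolism genes 0.22 (0.365) and PPAR pathway genes 0.17 (0.369). For 12-month livers, innate immune system 0.048 (0.355). For liver LGI aging, respiratory electron transport -0.12 (0.346). For liver HGI aging, mitochondrially encoded genes -0.48 (0.232), nuclear OXPHOS subunit genes -0.17 (0.57), respiratory electron transport -0.18 (0.419), citric acid cycle -0.18 (0.232) and B and plasma cell genes 2.41 (0.0851). For 1-month retinas, mitochondrially encoded genes -0.27 (0.996). For 12-month retinas, mitochondrially encoded genes 0.45 (0.17), nuclear OXPHOS subunit genes 0.046 (0.709) and complement and coagulation genes -0.28 (0.355). For retinal LGI aging, mitochondrially encoded genes -0.49 (0.0649) and respiratory electron transport -0.086 (0.208). For the retinal interaction, mitochondrially encoded genes 0.72 (0.204).

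Over the alternatives that kept all libraries, the lowest and highest adjusted p-values were as follows. For liver HGI aging, B and plasma cell genes 8.34e-06 to 0.0851, citric acid cycle 0.00225 to 0.25, respiratory electron transport 4.1e-10 to 0.419, mitochondrially encoded genes 2.16e-08 to 0.232 and nuclear OXPHOS subunit genes 7.7e-09 to 0.59. For 1-month livers, Fabp genes 0.0454 to 0.565, PPAR pathway genes 0.00197 to 0.369, cholesterol biosynthesis 0.0156 to 0.745, fatty acid and ketone body metabolism 0.0114 to 0.703, gluconeogenesis 0.0204 to 0.628, IL-3, IL-5 and GM-CSF signaling 0.000257 to 0.303, respiratory electron transport 0.00047 to 0.657, triglyceride biosynthesis 0.00525 to 0.565 and fatty acid metabolism genes 0.00856 to 0.365. For 12-month livers, Fabp genes 0.00093 to 0.197, PPAR pathway genes 0.48 to 0.867, innate immune system 1.57e-20 to 0.355, respiratory electron transport 0.000203 to 0.616 and cytochrome P450 genes 2.73e-05 to 0.177. For liver LGI aging, respiratory electron transport 7.76e-07 to 0.346. For retinal LGI aging, respiratory electron transport 3.34e-08 to 0.208 and mitochondrially encoded genes 0.000192 to 0.0649. For 12-month retinas, complement and coagulation genes 0.000978 to 0.355, mitochondrially encoded genes 1.3e-08 to 0.17 and nuclear OXPHOS subunit genes 3.86e-06 to 0.99. For 1-month retinas, mitochondrially encoded genes 4.2e-05 to 0.996 and nuclear OXPHOS subunit genes 0.00329 to 1. For the retinal interaction, mitochondrially encoded genes 5.64e-07 to 0.204. Some set medians kept their sign and side of 0.05 but moved over 1.5 times. Without the limit on low expression they were 0.28 (against 0.099) for IL-3, IL-5 and GM-CSF signaling in 1-month livers, 0.31 (against 0.47) for Fabp genes in 1-month livers, 0.084 (against 0.048) for innate immune system in 12-month livers, 0.35 (against 0.94) for Elovl and Scd genes in 12-month livers, 1.47 (against 2.41) for B and plasma cell genes in liver HGI aging, 0.012 (against 0.021) for nuclear OXPHOS subunit genes in 1-month retinas, 0.078 (against 0.046) for nuclear OXPHOS subunit genes in 12-month retinas and -0.02 (against -0.031) for respiratory electron transport in retinal HGI aging. With 1 surrogate variable they were 0.017 (against 0.043) for fatty acid and ketone body metabolism in 1-month livers, -0.028 (against -0.062) for respiratory electron transport in 1-month livers, -0.066 (against -0.12) for respiratory electron transport in liver LGI aging and -0.008 (against -0.031) for respiratory electron transport in retinal HGI aging. With DESeq2-style size factors they were 0.009 (against 0.021) for nuclear OXPHOS subunit genes in 1-month retinas. With the authors' genes they were 0.01 (against 0.021) for nuclear OXPHOS subunit genes in 1-month retinas and -0.016 (against -0.031) for respiratory electron transport in retinal HGI aging.

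The fold change of at least 1.5 gave 71 in 1-month retinas, 179 in 12-month retinas, 583 in retinal LGI aging and 301 in retinal HGI aging past the limits, fewer by construction, and 108 genes shared between retinal aging comparisons.

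Of 61 counts, set medians and separations, 27 were unchanged in every fit that left out 1 library. Past the limits, counts ran in 1-month livers from 213 to 464 (213 without replicate 34, 221 without 39), 1-month retinas from 128 to 832 (832 without replicate 1, 151 without 6, 128 without 7, 781 without 8) and 12-month retinas from 343 to 1110 (428 without replicate 18, 343 without 19, 1110 without 20, 359 without 22). At an adjusted p below 0.05 they ran in 12-month livers from 0 to 5 (5 without replicate 50, 1 without 52, 1 without 56), liver LGI aging from 18 to 173 (20 without replicate 33, 27 without 34, 173 without 53, 18 without 55, 27 without 56), 1-month retinas from 0 to 1 (1 without replicate 8), retinal LGI aging from 22 to 317 (22 without replicate 2, 94 without 3, 63 without 4, 107 without 21, 23 without 22, 38 without 23), retinal HGI aging from 21 to 45 (21 without replicate 5, 21 without 6, 21 without 7) and the retinal interaction from 0 to 8 (5 without replicate 8, 8 without 20). Shared genes ran, in liver diet comparisons from 47 to 147 (62 without replicate 33, 47 without 39) and retinal diet comparisons from 4 to 12 (12 without replicate 3). The separation in percent ran, in retina from 24.6 to 31 (31 without replicate 8).

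Set medians in such fits are given as lowest and highest, with the value for each library whose absence changed the sign or the side of 0.05 or moved the median over 1.5 times. In 1-month livers they ran from 0.094 to 0.18 for IL-3, IL-5 and GM-CSF signaling (0.18 without replicate 35), 0.014 to 0.20 for gluconeogenesis (0.014 without replicate 34, 0.20 without 35, 0.076 without 38, 0.20 without 39), 0.11 to 0.20 for triglyceride biosynthesis (0.20 without replicate 33, 0.11 without 34, 0.19 without 36, 0.16 without 38), 0.043 to 0.098 for fatty acid and ketone body metabolism (0.072 without replicate 33, 0.047 without 34, 0.098 without 36, 0.065 without 38, 0.074 without 39, 0.065 without 40), -0.30 to 0.065 for cholesterol biosynthesis (0.065 without replicate 35, -0.046 without 40), -0.11 to -0.038 for respiratory electron transport (-0.038 without replicate 33, -0.07 without 34, -0.092 without 36, -0.11 without 38, -0.04 without 40), 0.10 to 0.33 for fatty acid metabolism genes (0.10 without replicate 34, 0.21 without 36, 0.20 without 38), 0.27 to 0.52 for Fabp genes (0.27 without replicate 34, 0.31 without 39) and 0.089 to 0.21 for PPAR pathway genes (0.11 without replicate 33, 0.089 without 34, 0.21 without 38). In 12-month livers they ran from -0.12 to 0.27 for triglyceride biosynthesis (0.053 without replicate 50, -0.12 without 51, 0.27 without 52, 0.085 without 53, 0.11 without 55, 0.09 without 56), -0.27 to 0.07 for respiratory electron transport (-0.27 without replicate 50, -0.12 without 51, 0.07 without 52, -0.14 without 53), 0.011 to 0.068 for innate immune system (0.011 without replicate 53), 0.25 to 0.46 for interferon signaling (0.25 without replicate 52), -0.10 to 0.37 for fatty acid metabolism genes (-0.10 without replicate 50, -0.017 without 51, 0.37 without 52, 0.069 without 53), 0.47 to 1.07 for Elovl and Scd genes (0.47 without replicate 51), 0.81 to 1.38 for Fabp genes (0.91 without replicate 55), -0.13 to 0.12 for PPAR pathway genes (-0.13 without replicate 50, -0.049 without 51, 0.12 without 52, -0.036 without 53, 0.021 without 54, -0.006 without 55, 0.011 without 56) and -0.23 to -0.087 for cytochrome P450 genes (-0.087 without replicate 52, -0.11 without 53). In liver LGI aging they ran from -0.21 to -0.051 for respiratory electron transport (-0.051 without replicate 33, -0.066 without 53, -0.21 without 55). In liver HGI aging they ran from -0.35 to 0.03 for nuclear OXPHOS subunit genes (-0.35 without replicate 50, 0.03 without 52), -0.35 to 0.021 for respiratory electron transport (-0.35 without replicate 50, 0.021 without 52) and -0.23 to -0.052 for citric acid cycle (-0.052 without replicate 52). In 1-month retinas they ran from -0.38 to -0.17 for mitochondrially encoded genes (-0.17 without replicate 2, -0.19 without 6) and -0.027 to 0.13 for nuclear OXPHOS subunit genes (0.092 without replicate 1, -0.009 without 2, -0.004 without 3, -0.022 without 4, -0.013 without 5, -0.025 without 6, -0.027 without 7, 0.13 without 8). In 12-month retinas they ran from -0.068 to 0.089 for nuclear OXPHOS subunit genes (0 without replicate 17, 0.08 without 19, 0.07 without 20, 0.089 without 21, 0.085 without 22, 0.081 without 23, -0.068 without 24) and -0.39 to -0.14 for complement and coagulation genes (-0.14 without replicate 18, -0.19 without 23). In retinal LGI aging they ran from -0.12 to -0.031 for respiratory electron transport (-0.061 without replicate 1, -0.031 without 24). In retinal HGI aging they ran from -0.082 to 0.023 for respiratory electron transport (-0.004 without replicate 5, 0.023 without 6, 0.013 without 7, -0.082 without 8, -0.049 without 17, -0.009 without 18, 0.016 without 19, -0.003 without 20).

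Of 78 values of named genes and further counts, 56 held in the same sense in every such fit, 5 reversed in at least 1, 10 were weaker and 4 stronger. The logFC, with the values that reversed, ran from -0.16 to 0.27 for Mlxipl in 1-month livers (-0.11 without replicate 34, -0.007 without 35, -0.009 without 38, -0.16 without 39), from -0.076 to 0.55 for Srebf1 in 1-month livers (-0.076 without replicate 34), from -0.044 to 0.52 for Fabp1 in 12-month livers (-0.044 without replicate 50), from -0.037 to 0.32 for Mlxipl in 12-month livers (-0.03 without replicate 50, -0.007 without 51, -0.037 without 55) and from -0.13 to 0.42 for Fads2 in 12-month livers (-0.13 without replicate 50, -0.084 without 51, -0.009 without 53).

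No paired analysis was possible because the labels' replicate numbers are all different. At the smallest liver total, 11.3 M counts, a gene at 1 CPM has about 11.3 counts, which limits results for genes of low expression such as Igkv1-110. With HGI groups of 3 livers, exact tests of liver HGI aging cannot give a p below 0.1.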

Differences from the paper's values

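In 1-month livers, 346 genes passed the limits, against the paper's 186. Of 13 alternatives set before the data were examined, 4 gave a count within 1.5 times the paper's: 258 with 1 surrogate variable, 213 without LGI 1-month replicate 34, 221 without HGI 1-month replicate 39 and 257 without HGI 1-month replicate 40. The others did not (up to 895). In 12-month livers, 667 genes were higher in HGI, against the paper's 259, and none of the 13 alternatives closed the gap (524 to 1175). With HGI aging of the liver, 620 genes passed, against the paper's 244, and none of the 12 alternatives closed the gap (430 to 1494).

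With HGI aging of the retina, 623 genes passed, against the paper's 303. Of 14 alternatives set before the data were examined, leaving out HGI 12-month replicate 19 gave a count within 1.5 times the paper's (453) and the others did not (up to 1511). A fold change of at least 1.5, chosen after the values were seen, gave 301. Genes shared by LGI and HGI aging of the retina numbered 206, against the paper's 111. None of the 22 alternatives closed the gap (180 to 284), and a fold change of at least 1.5, chosen after the values were seen, gave 108.

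The paper's log2 fold changes were compared for 34 values, with a largest gap of 0.063 on the log2 scale. The genes held here of the supplement's tables were compared after the values were seen. Over 1978 genes of 1-month livers the median gap was 0.0038, and 345 genes had a p below 0.05 in the paper's table, against 546 here (Spearman correlation of p-values 0.712). Over 172 genes of 12-month livers it was 0.0036, with 172 and 169 (0.401). For 1-month retinas it was 0.011 over 1995 genes, with 369 and 380 (0.953), and for 12-month retinas 0.0017 over 279, with 279 and 279 (0.901). Every 12-month gene compared had a p below 0.05 in the paper's table. The 12-month counts therefore cannot show whether genes that failed there also failed here.

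The paper states that retinal transcriptomes clustered by diet and age. The groups accounted for 25.8% of the distances (permutation p of 0.13), and with the 500 most variable genes for 30.7% (permutation p of 0.0076). Without HGI 1-month replicate 8 they accounted for 31% (permutation p of 0.047), and the other alternatives left the p above 0.05. The paper gives gluconeogenesis and, as lower, respiratory electron transport as enriched in 1-month HGI livers, where fgsea adjusted p-values were 0.145 and 0.124. Ranking by the moderated t gave 0.0204 and 0.00047, and without the limit on low expression respiratory electron transport had 0.0434. Gluconeogenesis also passed 0.05 without LGI replicate 35, and respiratory electron transport without LGI replicate 34, LGI replicate 36 or HGI replicate 38. At 12 months it gives triglyceride metabolism as higher and respiratory electron transport as lower. Here fgsea adjusted p-values were 0.702 for triglyceride biosynthesis, the set tested in its place, and 0.351 for respiratory electron transport. The second was 0.000203 by the moderated t and 0.0359 with 1 surrogate variable, and it also passed 0.05 without HGI replicate 50 or LGI replicate 53. No alternative took triglyceride biosynthesis past 0.05, and a set of triglyceride metabolism was not tested.

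The paper states that fatty acid binding protein genes were higher after both lengths of feeding, where the 1-month set had a fgsea adjusted p of 0.0665 (median logFC 0.47) and 0.0454 with 1 surrogate variable, and it also passed 0.05 without HGI replicate 39. It states no significant difference for PPAR signaling, whereas a list of PPAR pathway genes had a fgsea adjusted p of 0.0109 at 1 month, of 0.148 without the limit on low expression, and a fry adjusted p of 0.369. Its fgsea adjusted p was also above 0.05 without LGI replicate 34 or HGI replicate 38.

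The paper gives oxidative phosphorylation opposite scores at 1 and 12 months in retina. Nuclear subunit genes had medians of 0.021 and 0.046, and at 1 month -0.063 with 1 surrogate variable (fgsea adjusted p of 0.00329), and below 0 at that time when LGI replicate 2, 3 or 4 or HGI replicate 5, 6 or 7 was left out, while mitochondrially encoded genes had -0.27 and 0.45. It gives the KEGG set of complement and coagulation cascades, not used here, as lower at 1 month, where the genes of Figure S2C had a median of -0.082 (fgsea adjusted p of 0.395) and the Reactome complement cascade of 0.096 (fgsea adjusted p of 0.664). It reports no difference in regulators of mitochondrial biogenesis and mitophagy, of which 5 of 23 had an unadjusted p below 0.05 at 12 months, and 0 passed when adjusted over the list alone. It gives citric acid cycle enzymes as lower with LGI aging of the retina, where the set had a median of -0.017 (fgsea adjusted p of 0.975). The paper's share of liver aging genes common to the diets is less than 10%, and here 14.1% of the genes past the limits on either diet passed on both in the same direction.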

Other observations

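Of the tests of explanations, 44 were chosen only after the result was seen, among them all splits for gene counts, the splits for mitochondrially encoded, Fabp, Figure S2C, interferon-induced and liver-abundant genes, the carry-over tests of complement genes and the surrogate variable, while 39 had been chosen without it. The closer matches of length and GC content, the spread used for the clock score and the correlations set against relabelings were also chosen after the result was seen.

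Plasma lipids after 12 months, from the paper's supplement, were compared for 8 HGI and 8 LGI mice (7 LGI mice for HDL and LDL) with exact two-sided permutation tests. Cholesterol was 134 in HGI and 86 in LGI mice (56.4% higher, exact p of 0.00047). HDL was 65 and 49.4 (31.5% higher, exact p of 0.0036), and LDL 62.4 and 27.3 (129% higher, exact p of 0.00062, without overlap). Triglycerides were 35.5 and 39.2 (a difference of -9.55%, exact p of 0.31). On ranks the exact p-values were 0.00047, 0.0039, 0.00031 and 0.39.

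Counts of genes were set against all splits of the same samples into groups of the same sizes, the real split included. As many genes past the limits came from 8 of 35 splits of 1-month livers, 5 of 35 of 12-month livers, 2 of 35 for liver LGI aging, 20 of 35 of 1-month retinas, 5 of 35 of 12-month retinas, 2 of 35 for retinal LGI aging and 5 of 35 for retinal HGI aging, so chance stays a possible explanation of each of these counts. For liver HGI aging 2 of 10 splits gave as many, a number of splits too small to decide. As many genes at an adjusted p below 0.05 came from 1 of 35 splits for liver LGI aging, 1 of 35 for retinal LGI aging and 1 of 35 for retinal HGI aging, the real split alone. Shared genes were set against relabelings of both pairs of groups. As many came from 3 of 100 relabelings for the liver diet comparisons, 2 of 100 for liver aging, 38 of 100 for the retinal diet comparisons and 1 of 100 for retinal aging. As many genes changed in opposite directions between 1 and 12 months in retina in 4 of 100 relabelings. The correlation of logFC was as large in 15 of 100 relabelings for the liver diet comparisons (0.361), 2 of 100 for liver aging (0.473) and 15 of 100 for retinal aging (0.246, Spearman -0.0175), and as far below 0 in 22 of 100 for the retinal diet comparisons (-0.268). For liver aging count and correlation both argue against chance alone. For the liver diet comparisons, retinal aging and the opposite retinal genes the count does but the correlation does not, so chance stays a possible explanation, as it does for the shared retinal diet genes. The counts at an adjusted p argue against chance alone. Carry-over, age, length of feeding and, for the aging counts, the cohort of mice stay open.

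For sets in livers, the number of splits with as large a median was as follows. At 1 month it was 1 of 35 for Fabp genes, 2 of 35 for PPAR pathway genes, 5 of 35 for the genes of Figure 3D, 9 of 35 for triglyceride biosynthesis, 13 of 35 for interleukin-3, interleukin-5 and GM-CSF signaling, 13 of 35 for fatty acid, triacylglycerol and ketone body metabolism, 15 of 35 for respiratory electron transport, 18 of 35 for gluconeogenesis and 20 of 35 for cholesterol biosynthesis. At 12 months it was 1 of 35 for interferon signaling, 1 of 35 for interferon-induced genes, 1 of 35 for Elovl and Scd genes, 1 of 35 for Fabp genes, 2 of 35 for triglyceride biosynthesis, 3 of 35 for cytochrome P450 genes, 5 of 35 for the genes of Figure 3D, 23 of 35 for the innate immune system, 24 of 35 for PPAR pathway genes and 25 of 35 for respiratory electron transport. With LGI aging it was 1 of 35 for mitochondrially encoded genes and 8 of 35 for respiratory electron transport. With HGI aging, where the splits are too few to decide, it was 2 of 10 for mitochondrially encoded genes, 6 of 10 for nuclear OXPHOS subunits, 6 of 10 for respiratory electron transport, 3 of 10 for the citric acid cycle, 1 of 10 for interferon-induced genes and 1 of 10 for B and plasma cell genes. Where 2 or more of 35 splits gave as large a median, chance stays a possible explanation. Where 1 did, the real split, the value argues against chance for that set taken alone, without adjustment over the sets. For Fabp genes at 1 month, fgsea gave an adjusted p of 0.0665 and fry 0.0887. The paper names Elovl, Scd and Fabp genes, and Ifi44 and Irf7 of the interferon-induced list, as higher in these same livers. Their splits may therefore not be independent evidence against chance. Diet, age, cohort and unrecorded differences between the groups stay open.

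In retina the number was 31 of 35 at 1 month and 29 of 35 at 12 months for nuclear OXPHOS subunits, and 5 of 35 at 12 months for the genes of Figure S2C. With LGI aging it was 1 of 35 for mitochondrially encoded genes, 19 of 35 for respiratory electron transport and 1 of 35 for the genes of Figure S2C. With HGI aging it was 25 of 35 for respiratory electron transport and 1 of 35 for the genes of Figure S2C. The genes of Figure S2C are those the paper shows for these same retinas. How they were chosen is not stated, so their splits may not be independent evidence against chance.

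Liver RNA or reads may be part of the complement result in retina. For the 10 genes of Figure S2C at least 50 times higher in liver, the estimated carry-over made up a median of 102% of their counts in 24-month LGI retinas, 74.8% in 24-month HGI retinas and 102% for the 12-month diet comparison, taken in the LGI retinas, which had the higher level. After subtraction, their median logFC went from 1.87 to 0.88 with LGI aging, from 0.98 to 0.94 with HGI aging and from -1.12 to -0.09 between diets at 12 months. With HGI aging the share is high but the subtraction moved the median little, so carry-over and a change in retina cannot be told apart there. For the other 9 genes, among them C4b and A2m, carry-over made up 0.162% with LGI aging and 0.0349% with HGI aging, which argues against it for their rise, and age and cohort stay open as explanations. Of the genes past the limits in 12-month retinas, 5.73% were at least 50 times higher in liver, against 0.857% of those tested, so carry-over may account for some of that count.

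For 4 patterns a test was replaced after its values were seen. Those of 3 patterns are given here. The first carry-over test took 96 genes at least 50 times higher in liver, of which 64.6% were lower in HGI after 12 months (median -0.12), and it did not decide. The first subtraction took all 19 genes of Figure S2C together, whose medians went from 1.07 to 0.16 with LGI aging, from 0.88 to 0.36 with HGI aging and from -0.28 to 0.04 between diets, and it had favored carry-over for all 3. It was replaced by the medians in 2 parts given above, and these by the percent of counts. The lens test that was replaced had used the correlation given with the crystallins.

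The rise of interferon-induced genes in 12-month HGI livers may come with more leukocytes. Of 9 leukocyte genes tested, 9 were higher (median logFC 1.1, between 0.13 and 1.35), and their mean level differed by 1.07 (exact two-sided permutation test, p of 0.0571). Without HGI 12-month replicate 52, which had 34 CPM of Ptprc, the leukocyte median was 0.58 and the interferon median 1.12. The median over the 9 leukocyte genes of their mean level in the livers was 4.58 CPM. More leukocytes and more interferon response per cell cannot be told apart, because the leukocyte genes rose less than the interferon-induced genes but by more than 50% of their rise.

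For mitochondrially encoded genes with LGI aging, the nuclear genes nearest in length and GC content had medians of -0.06 in retina and -0.15 in liver, against -0.49 and -0.77. Closer matches had medians from -0.22 to -0.1 in retina, which argues against such a bias as the whole cause there. In liver they ran from -0.39, for genes under 1000 nt with a GC content under 42%, to 0.07, so there this bias and a change of these genes cannot be told apart. With 1 surrogate variable the medians were -0.42 and -0.86, which argues against the removed component as the whole cause. RNA quality, age, cohort and length of feeding stay open.

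With every library thinned to the smallest total of its tissue, 892 genes passed the limits in 12-month livers, against 848, and 170 had an adjusted p below 0.05 with LGI aging of the retina, against 218, so library size is unlikely to explain these counts. With LGI aging of the liver, genes at an adjusted p below 0.05 went from 103 to 68, over 1.5 times fewer, so sequencing depth may account for part of that count. In 1-month livers, where LGI libraries had a median of 37.8 M counts and HGI libraries 19.1 M, genes past the limits went from 346 to 265. Pseudogenes were 10.1% of the genes past the limits in 1-month retinas and 3.72% in 12-month retinas, against 2.53% of those tested. These shares, under 50%, argue against pseudogenes as the main source of the counts, and a part of them stays open.

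A clock score, the mean level of 10 genes in phase with Dbp less that of 4 in phase with Arntl, was compared as a measure of the time of day of collection. It differed by -0.6 between diets in 1-month livers (exact two-sided permutation test, p of 0.229), by 0.12 in 12-month livers (exact permutation p of 0.857), by -0.31 with LGI aging (exact permutation p of 0.6) and by 0.41 with HGI aging (exact permutation p of 0.5). Within the 12-month groups the score ran from 0.66 to 2.76 in LGI and from 0.83 to 2.48 in HGI livers, and the standard errors of the differences were between 0.35 and 0.68. With such a spread the score does not exclude a shift in time of day, which stays open in all 4 comparisons beside diet, age and cohort. The paper's methods state a collection between 2 and 4 p.m. after a fast of 6 h from 8 a.m. for every mouse, which would limit such a shift to about 2 h.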
